# Common Handling Procedures Conducted in Preclinical Safety Studies Result in Minimal Hepatic Gene Expression Changes in Sprague-Dawley Rats

**DOI:** 10.1371/journal.pone.0088750

**Published:** 2014-02-14

**Authors:** Yudong D. He, Christine M. Karbowski, Jon Werner, Nancy Everds, Chris Di Palma, Yuan Chen, Marnie Higgins-Garn, Sandra Tran, Cynthia A. Afshari, Hisham K. Hamadeh

## Abstract

Gene expression profiling is a tool to gain mechanistic understanding of adverse effects in response to compound exposure. However, little is known about how the common handling procedures of experimental animals during a preclinical study alter baseline gene expression. We report gene expression changes in the livers of female Sprague-Dawley rats following common handling procedures. Baseline gene expression changes identified in this study provide insight on how these changes may affect interpretation of gene expression profiles following compound exposure. Rats were divided into three groups. One group was not subjected to handling procedures and served as controls for both handled groups. Animals in the other two groups were weighed, subjected to restraint in Broome restrainers, and administered water via oral gavage daily for 1 or 4 days with tail vein blood collections at 1, 2, 4, and 8 hours postdose on days 1 and 4. Significantly altered genes were identified in livers of animals following 1 or 4 days of handling when compared to the unhandled animals. Gene changes in animals handled for 4 days were similar to those handled for 1 day, suggesting a lack of habituation. The altered genes were primarily immune function related genes. These findings, along with a correlating increase in corticosterone levels suggest that common handling procedures may cause a minor immune system perturbance.

## Introduction

Molecular endpoints are frequently monitored in tissues derived from *in vivo* studies. Incorporation of global gene expression analysis in rodent *in vivo* studies has become common practice in safety assessment and other toxicology fields with the goal of predicting potential compound associated liabilities and understanding molecular mechanisms underlying observed toxicities [1]–[3]. Numerous studies have reported gene expression changes in rat livers in response to various compound treatments [1]. During drug development in particular, the liver has been a major focus of toxicogenomics efforts with the goal of reducing hepatotoxicity which is a common cause for drug failure. These results are potentially affected by common handling procedures, including compound administration, restraint, and blood collection. Gene expression changes detected in toxicology studies can be viewed as a composition of effects resulting from handling of animals as well as treatment with compound and vehicle (Figure 1). While studies have documented the effects of handling on blood pressure, heart rate, and glucocorticoid concentrations in laboratory animals [4]–[6], no work has been reported thus far that has systematically examined the effects of common handling procedures on hepatic gene expression in rats.

**Figure 1:**
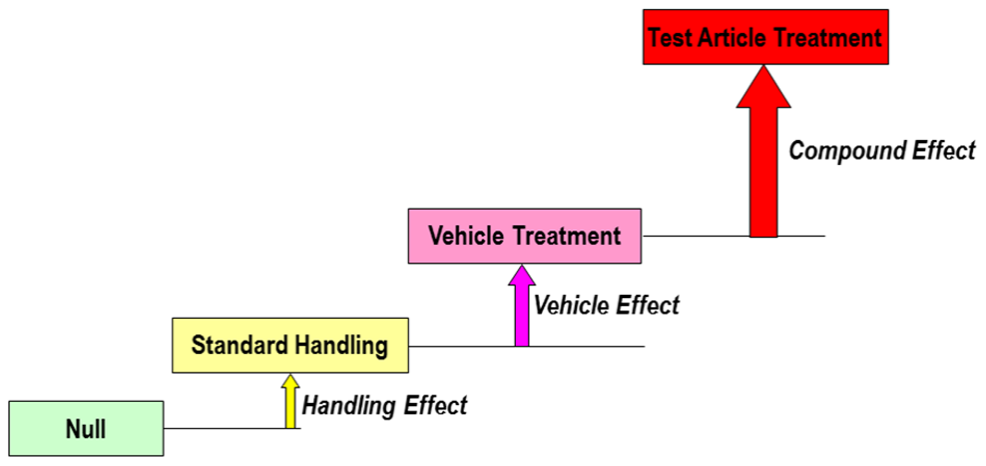
An additive model for the gene expression changes detected in toxicology studies. Gene changes detected in toxicology studies are a combination of effects resulting from handling procedures as well as treatment with compound and vehicle.

This study was conducted in order to understand the gene expression changes detected in a typical short duration preclinical study by interrogating the gene changes in rat liver associated with common handling procedures. Female Sprague-Dawley rats were subjected to common handling procedures for 1 or 4 days in order to mimic a standard 4 day multiple dose study, in addition a group of control animals that were not subjected to handling procedures. Genome-wide gene expression data were generated from liver tissues, and significantly altered genes were statistically identified and studied for their membership in biological pathways. The perturbations in pathways due to handling procedures were minor in magnitude and consistent with minor differences in clinical pathology or histopathology measurements between the handled and non-handled groups. Pathway analysis of altered genes revealed that there were minor decreases in complement genes and increases in a small number of additional immune function related genes which may indicate a minor immune perturbance in the liver. This molecular portrait of gene expression perturbations describes gene expression changes associated with common handling procedures, which will be helpful for the biological interpretation of the overall response to compound treatment in toxicology studies.

## Materials and Methods

### Ethics Statement

All research protocols were approved by the Amgen, Inc. (Seattle, WA) Institutional Animal Care and Use Committee.

### In Vivo Study

Female Sprague Dawley rats (rattus norvegicus; Charles River Laboratories, Hollister, CA), approximately 10 weeks of age, were cared for as described in the *Guide for the Care and Use of Laboratory Animals, 7^th^* Edition [7]. Animals were group housed at an AAALAC, Intl- accredited facility in non-sterile, ventilated, micro-isolator cages on corn cob bedding.

Animals had *ad libitum* access to pelleted feed (2020X Teklad; Harlan Laboratories Inc., Madison, Wisconsin) and water (reverse osmosis-purified) via an automatic watering system. Animals were maintained on a 12∶12 hour light: dark cycle in rooms at 71 degrees C +/−5 degrees and 40% humidity (range 30–70%) and had access to enrichment opportunities (enrichment tubes and nylabones). All animals were determined specific pathogen free.

Rats were divided into three groups (n = 10 per group) based on body weights (Table 1). One group was not subjected to handling procedures and served as controls. Animals in the other two groups were weighed and restrained with Broome restrainers which consisted of removing the animal from their home cage, recording body weight, restraining for dose administration, and then returning the animal to its home cage. Dose administration consisted of water via oral gavage daily for 1 day or 4 days with tail vein blood collections at 1, 2, 4, and 8 hours postdose on days 1 or 4. Animals were euthanized by exsanguination under deep isoflurane anesthesia on day 2 or 5, and blood samples were collected for clinical pathology evaluation. Gene expression profiles, traditional clinical pathology endpoints, and serum corticosterone concentrations were measured. Adrenals and liver were evaluated microscopically.

**Table 1:** Study design.

Group	# Rats	Scheduled Euthanasia	Assessment of Body Weight(s)	Restraint and Gavage^a^	Multiple IV Blood Collections^b^
1	10	Day 2	No	No	No
2	10	Day 2	Yes	Yes	Yes
3	10	Day 5	Yes	Yes	Yes

a Restraint procedures consisted of removing the animal from their home cage, recording body weight, restraining for dose administration and then returning the animal to its home cage. Animals receiving gavage were administered water via oral gavage at a dose volume of 10 mL/kg.

b Restraint in Broome restrainers followed by 0.16 mL blood collected from the lateral tail vein into serum separator tubes at 1, 2, 4, 8 hours post dose on days 1 and 4 for Groups 2 and 3, respectively.

### RNA Isolation

Total RNA was isolated from ∼30 mg pieces of the left liver lobe according to the RNeasy extraction procedure (Qiagen, Valencia, CA). Snap frozen tissues were transferred to Lysing Matrix D tubes containing RLT lysis buffer supplemented with beta-mercaptoethanol and homogenization was performed using the FastPrep® instrument (MP Biomedicals, Solon, OH). An on-column DNase digestion was performed to remove any residual genomic DNA contamination. RNA concentration and yield were measured and quality of the nucleic acid samples was evaluated with the Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). All samples were of good quality, as evidenced by distinct ribosomal 18S and 28S peaks, low baseline and high RIN values.

### Gene Expression Data Generation

Microarray profiling was outsourced to Expression Analysis (Durham, NC). Biotinylated cRNA was generated from 100 ng of total RNA using the GeneChip 3′ IVT Express Target Labeling method (Affymetrix, Santa Clara, CA). For each sample, 10 ug of biotinylated cRNA spiked with hybridization controls (bioB, bioC, bioD and cre) was hybridized to an Affymetrix GeneChip® Rat Genome 230 2.0 array for 16–18 hours at 45°C. Following hybridization, arrays were washed and stained in a GeneChip® Fluidics Station and scanned with a GeneChip® Scanner 3000 (Affymetrix). Quality checks and data analyses were carried out using Affymetrix GeneChip Operating Software (GCOS).

### Outlier/Abnormalities Identification

The quality control parameters provided by Expression Analysis were inspected for outliers or patterns. In addition, all samples were analyzed using principal component analysis (PCA) to identify samples which clearly do not group with the other samples in the space defined by the first three principal components. Three samples showed genome-wide profiles that slightly differed from the rest of the seven samples in the same control group. However, we found no sample-QC metrics based evident to support excluding these samples as outlier samples. Consequently, all 30 samples in the study were kept in the subsequent data analysis.

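The paper does not name its 3 samples. In the deposited values control rats 1, 2 and 3 stood apart, and they are taken here to be those samples. In these control rats, the liver genes that convert sugar to fat were high and the genes that burn fat were low. The desaturase gene Scd had an intensity of 41.8, 53.5 and 41.6 in control rats 1, 2 and 3, against 0.428 to 8.69 in the other 27 rats. Fasn, which encodes fatty acid synthase, had 17.4, 28.7 and 10.4 against 0.322 to 1.30, and Srebf1, a regulator of lipid synthesis, had 14.8, 10.7 and 7.75 against 0.587 to 1.69. Cpt1a, which admits fatty acids to mitochondria, had 1.70, 2.18 and 4.24 against 21.0 to 33.4. Pck1, a gene of glucose production in fasting, had 15.1, 10.8 and 37.8 against 41.2 to 50.7, and the metallothionein gene Mt2A had 0.461, 0.224 and 0.879 against 19.9 to 33.2. These genes, apart from Scd, were chosen after their values were seen. All 3 rats lay above the other 27 in 16 of 20 genes of fatty acid synthesis and 19 of 20 genes of cholesterol synthesis, and below them in 15 of 24 genes of fatty acid oxidation. They were separate from the other rats along the first principal component, which held 10.5% of the variance, at 73.6, 84.3 and 52.3 against -25.2 to 1.76. Their array weights from limma were 0.483, 0.394 and 0.640, against 0.814 to 1.40 for the other arrays. The log2 ratio of the 3′ to the 5′ Gapdh control probe set, a measure of RNA quality, was 0.69, 0.66 and 0.64, within the range of 0.55 to 0.70 of the 7 other control rats, and the ratio was higher after handling, 0.66 to 0.83 after 1 day, with 7 of 10 rats above all control rats, and 0.70 to 0.96 after 4 days, with 10 of 10 above them. For beta-actin it was 2.31, 2.69 and 2.20 against 2.29 to 3.83. The median beta-actin ratio was 2.53 in control rats, 2.81 after 1 day and 3.00 after 4 days. Only 0 of 10 and 2 of 10 handled rats lay above all control rats in it. Without these 3 rats, 102 probe sets in place of 28 passed limma's test at a Benjamini-Hochberg adjusted p under 0.1 after 1 day of handling, with 15 shared, and 257 in place of 204 after 4 days, with 73 shared.

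**Figure D1:**
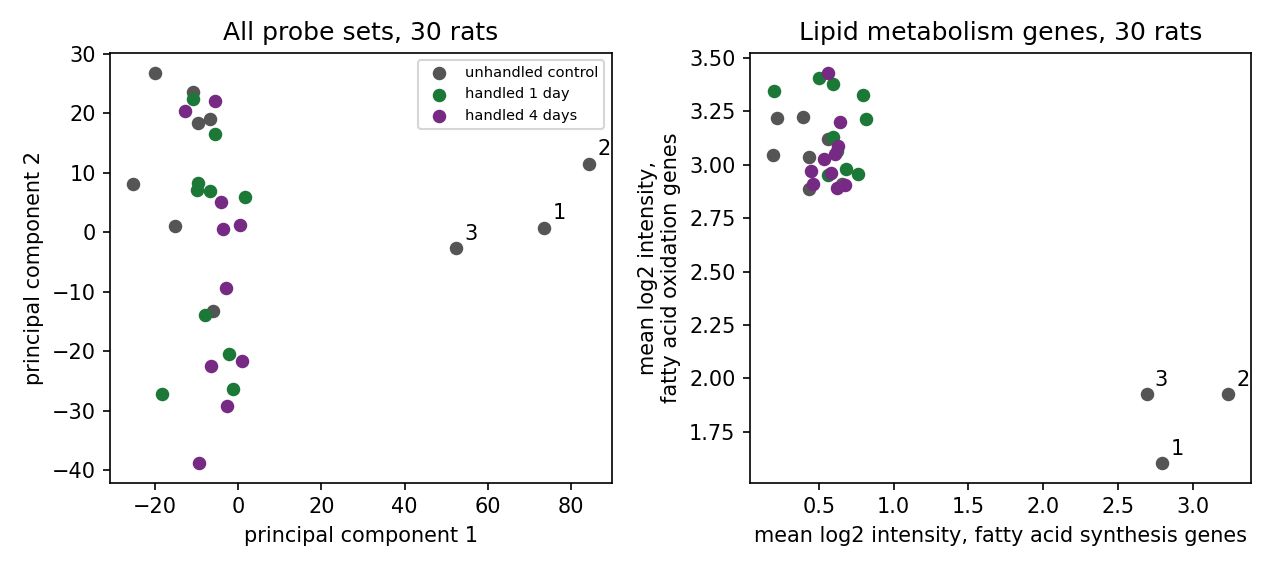
All 30 rats by group on the first principal components of all probe sets (left) and by the mean log2 intensity of the genes of fatty acid oxidation against that of fatty acid synthesis (right). Control rats 1, 2 and 3, numbered, lie apart from the other 27 in both.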

### Gene Expression Data Preprocessing

A Log_10_(Ratio) was computed for each gene using Rosetta Resolvers’ (version 7.2, Rosetta Biosoftware, Seattle, WA*)* error-weighted ratio builder between each individual profile and the mean of the control group. A Log_10_(Ratio) was also computed for each individual control profile versus the mean of the control group for variability assessment. The output of the ratio forming is an estimate of the Log_10_(Ratio) for each gene between each profile and the mean of the control group and a p-value indicating the confidence that the Log_10_(Ratio) is different than 0 (that is the ratio is different than 1). Subsequent statistical analyses were based on values of Log_10_(Ratio) of each genes in each rat liver sample.

### Identification of Signature Genes

In order to identify genes with differences in expression levels among the three groups (control, 2-day handling, and 5-day handling), the Log10(Ratio) data were analyzed by a 3-group one-way ANOVA. Three possible pair-wise comparisons were also performed separately using a t-test for differences between Group 1 and Group 2 (stress response at Day 1), between Group 1 and Group 3 (stress response at Day 4), and between Group 2 and Group 3 (time dependence of stress response from Day 1 to Day 4). A non-parametric analysis was also used to capture systematic changes between all three pair-wise comparisons. Developed in-house, this method was proven to be more robust for capturing the group differences against potential outliers within groups [8]. No minimum fold change was required in the gene selection and the corresponding false discovery rates (FDR) were also estimated for each comparison at our chosen p-value cutoff in Table 2. The resulting 441 genes from the union of ANOVA results with p-value <0.001 and non-parametric analysis of pair-wise comparisons with p-value <0.005 were used for the pathway analysis. For full data please see GEO (GSE46702).

**Table 2:** Clinical and anatomic pathology results.

Treatment:		No Handling	Handling Procedures	Handling Procedures
Necropsy Day:		2	2	5
Hematology				
	RBC x106/µL	7.27	6.85*	6.99*
	HGB g/dL	13.8	12.6*	13.0*
	HCT %	40.6	37.5*	38.3*
	PLT x103/µL	1027	1163*	1153
Clinical Chemistry				
	ALT U/L	39	37	31*
	GLDH U/L	6.8	10.4*	10.7*
Corticosterone				
	1 hour post last dose	NA	250	195
	2 hours post last dose	NA	180	102
	4 hours post last dose	NA	179	232
	8 hours post last dose	NA	720	513
	24 hours post last dose	609	608	547
Organ Weights a No. evaluated:		7	10	10
	Adrenal	0.063	+13%*	+12%
	Adrenal TBW%	0.029	+13%*	+14%
Histopathology ^b^ No. evaluated:		7	10	10
	Adrenal			
	Hypertrophy, cortex			
	Minimal	0	3	3

a For controls, group mean is shown; for groups subjected to handling procedures, percent differences from controls are shown. ^b^ Incidence. NA = Not available. * p<0.05 by Two-tailed Student’s t-test when compared to control group. Numbers underlined are considered related to handling procedures.

### Estimate of False Discovery Rate

For a specified p-value cutoff (*P_th_*), a number of genes (*N_obs_*) were obtained as significant genes. In Figure 2, *N_obs_* is plotted in the y-axis as a function *P_th_* in the x-axis for the results from 3-group one-way ANOVA and three pair-wise t-test comparisons. For each case, an upper bound can be placed on the false discovery rate (*FDR*) by estimating the type I error associated with each observation. Three methods were used to estimate the FDR. First, at each *P_th_*, the number of false positives was estimated on average to be *N_mean_* =  N_total_*P_th_ in which *N_total_* is the total number of genes in the selection pool (∼30,000). Second, an upper bound of false positives can also be determined as *N_upper_ = N_mean_+sqrt(N_mean_)*. Thirdly, false positives, *N_mc_*, can be estimated from Monte-Carlo simulation of random permutations between two groups. The *FDR* can then simply be approximated as *FDR =  N_mean_/N_obs_, N_upper_/N_obs_, N_mc_/N_obs_* at each *P_th_*. This means that for criterion with *P_th_* at 0.001, up to 30 genes (or 12%) of the identified 249 significant genes are potentially false discoveries. 

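In the deposited values, 193 of 31042 probe sets (0.622%) passed a p under 0.001 in limma's F test over the 3 groups, where 31 are expected by chance and 36.6 at the upper bound. The false discovery rate is then 16.1% from the expected number and 19.0% from the upper bound. In 99 permutations of the group labels, 32.1 probe sets passed on average and 112 at most, which gives 16.6%. A p under 0.05 let 3104 probe sets pass at a false discovery rate of 50.0%, a p under 0.005 let 591 pass at 26.3%, and a p under 1e-05 let 8 pass at 3.88%. For the pairs of groups at a p under 0.001, the false discovery rate from the expected number was 21.6% for 1 day of handling against control, 11.6% for 4 days against control and 94.1% for 4 days against 1 day. With the tests of the paper's methods in place of limma, the 3-group test at a p under 0.001 let 260 probe sets pass. The false discovery rate was then 11.9%, and both values are nearer to the numbers the paper gives.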

A more stringent cutoff would lead to fewer false discoveries but also reduce the number of signature genes to investigate. Conversely, a less stringent cutoff would lead to more signature genes with a greater number of false discoveries. Therefore, the cutoff p<0.001 with FDR = 12% provides a more optimal balance between false discoveries and signature genes.

**Figure 2:**
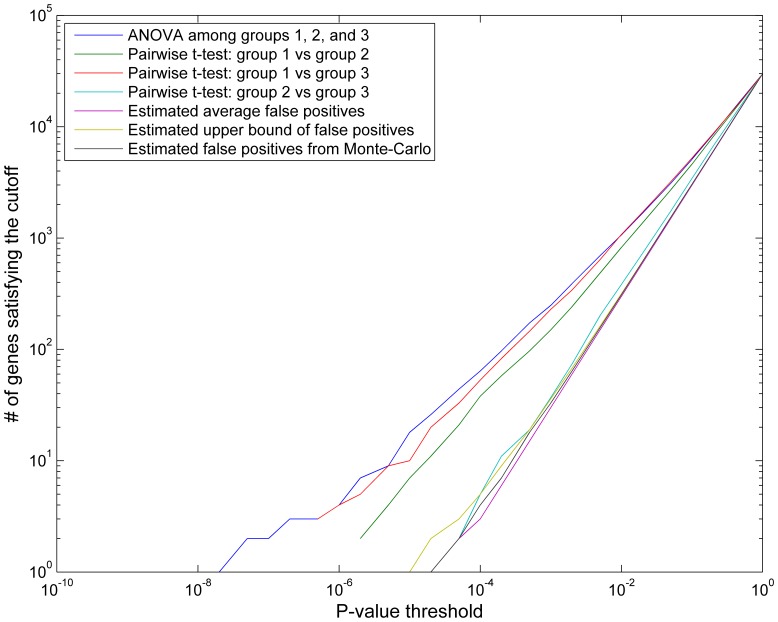
Number of signature genes as a function of p-value cutoff for various statistical tests. More signature genes would be reported with higher FDR by applying a less stringent cutoff on p-value. We use p-value cutoff at 0.001 with FDR ∼12%. Note the legend on the upper-right corner explains the meaning of each line.

### Pathway Analysis

Enriched gene sets associated with each of the two signature sets were identified using Fisher’s exact test as well as the Random Set method [9]. Molecular pathways as defined in the Ingenuity Pathways Analysis database version 8.5 (Ingenuity Systems, Redwood City, CA) were used. Top-ranked pathways were subject to further investigation using supporting evidence from the literature. Reported gene symbols are human orthologs. Note that only approximately 50% of sequences that are measured in this experiment are mapped to annotated pathways in IPA. The remaining sequences are either not annotated or not members of IPA pathways.

## Results

### In Vivo Study

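Liver RNA was measured on Affymetrix rat genome arrays in 30 rats, 10 in each of 3 groups, with 1 array per rat. Control rats were not handled and were euthanised on day 2, rats handled for 1 day were euthanised on day 2, and rats handled for 4 days were euthanised on day 5. The sample labels give these as 24 h for the first groups and 96 h for the last. No unhandled rats were euthanised on day 5, so a difference between 4 days of handling and control also holds the difference in day. The deposited values are probe set intensities on a linear scale, and the mean intensity of each array is 1. The median intensity of an array was 0.118 to 0.124 in control rats, 0.118 to 0.124 after 1 day and 0.118 to 0.125 after 4 days. The log10 ratios that the authors tested were not used here. The log2 intensities of the 3 groups were compared in 1 fit with limma, a linear model that shares information on the spread among probe sets, with two-sided tests and Benjamini-Hochberg adjustment over 31042 probe sets. A gene is said to rise or fall only at an adjusted p under 0.1, and every signed value is handled minus control. The paper selected genes at unadjusted p thresholds, so a gene that does not pass here can still meet those. Of the probe sets, 20826 carry 1 gene symbol, 436 carry several and are not named, and 9780 have none listed. The tests, 28 gene lists and the rule for naming genes were set before the data were examined, after the paper's tables had been read. An offset of 16 before the log2 step was also planned, and it was left out after the values were seen. With it, 108 probe sets passed after 1 day and 437 after 4 days, in place of 28 and 204. The number of arrays limits the precision. In simulated data of this size, a log2 change of 0.3 was recovered in 32 of 100 probe sets after 1 day and in 25 of 100 after 4 days, and a change of 0.6 in 77 of 100 in each comparison.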

The study design consisted of 3 groups, each with 10 female Sprague-Dawley rats (Table 1). The objective was to evaluate differences in gene expression among the three groups (1-day handling, 4-day handling, and 1-day without handling). Ten (10) animals in each group were used to gain enough power to detect small changes in gene expression between these groups given the potential subtlety of the effect. Clinical pathology changes were minimal and limited to decreased RBC mass parameters, increased platelet counts, and increased glutamate dehydrogenase activity in animals handled for 1 or 4 days; alanine aminotransferase was minimally decreased in animals handled for 4 days only (Table 2). Corticosterone concentrations, measured in handled animals only, were increased compared to baseline at 1 and 2 hours after dosing on day 1 but not on day 4. There was minimal hypertrophy of the adrenal cortex in 3 animals from each group of handled animals that was not observed in the unhandled animals.

### Identification of Differentially Expressed Genes

Three statistical methods were used to identify genes that illustrate differences in their expression among experimental groups. All methods are viewed complementary to each other. Monte-Carlo methods were used to explore the dependency of signature size (N_sig_) and false discovery rate (FDR) on the p-value cutoff (P_th_) and number of replicates (*n*) in each group for *n* ranging from 3 to 10. For a given choice of *n* (ranging from 3 to 10), increasing selection stringency (decreasing P_th_) led to decreased N_sig_, as illustrated in Figure 3 (a). 

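In random draws of rats from the 3 groups, limma's F test at a p under 0.001 found 52.6 ± 20.5 probe sets (SD over 14 draws) with 3 rats per group, 65.2 ± 27.4 with 5, 90.5 ± 25.7 with 7 and 157 ± 30 with 9. The lowest and highest numbers were 32 and 115 with 3 rats, and 115 and 211 with 9, so single draws overlapped. With 3 rats the false discovery rate from the expected number was 59.0%. At a p under 0.01 the mean number was 427 with 3 rats and 937 with 10, and the false discovery rate 72.7% and 33.1%. At a p under 1e-04 it was 5.50 with 3 rats and 37 with 10, with a false discovery rate of 56.4% and 8.39%. More rats per group gave more probe sets and a lower false discovery rate at each of these thresholds. The draws at a given number share rats with each other and are not independent.

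**Figure D2:**
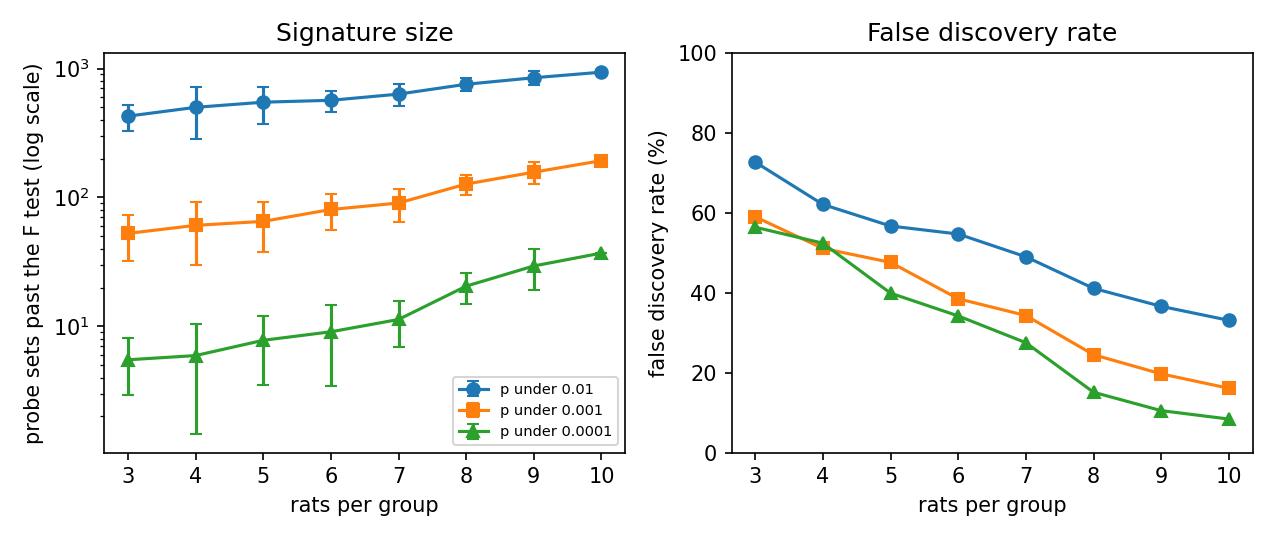
Number of probe sets past each p threshold in limma's F test (left, log axis, mean and SD over 14 draws) and false discovery rate in % (right) against the number of rats per group. The number of probe sets goes up and the false discovery rate goes down from 3 to 10 rats.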

For the same p-value cutoff, in the case illustrated with *n* ranging from 3 to 10, we obtained a larger number of significant genes with a greater *n*. The heatmap in Figure 3 (b) illustrates the dependency of N_sig_ on both *n* and P_th_ in a two-dimensional plot. Figure 3 (c) and (d), also shows the dependency of FDR associated with each N_sig_ on *n* and P_th_ in one two dimensional plots. Together, these figures provide a data-based performance estimate for the choice of number of animals per group (*n*) in the experimental design as well as the choice of a p-value cutoff. They indicate that a sample size of 10 replicates per group results in identification of a higher number of genes while the p-value choice of 0.001 results in identification of genes with a low number of false positives.

**Figure 3:**
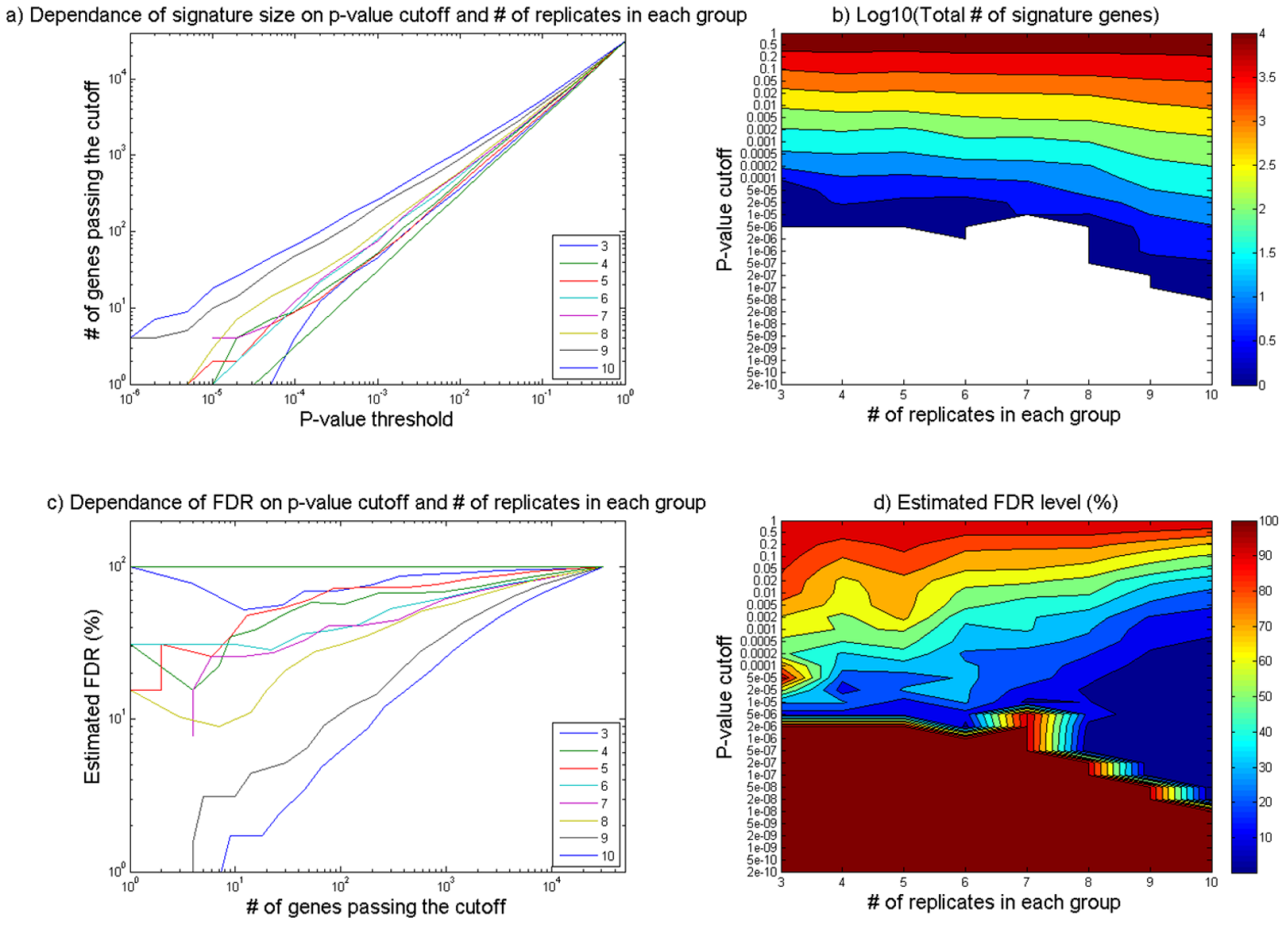
Dependence of signature size and FDR on p-value cutoff and number of replicates. Each group is shown separately (a and b) and simultaneously (c and d).

To detect all genes of interest, our analysis focused on the union of genes identified by the ANOVA and non-parametric analysis of pair-wise comparisons at a p-value cutoff of 0.001. 

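After 1 day of handling, a small number of liver genes rose or fell, and they belong to different processes. Oplah, which opens 5-oxoproline in the glutathione cycle, Nat8, which acetylates cysteine conjugates, and Tfr2, the transferrin receptor that governs hepcidin, rose. C5, a complement component that the paper gives as decreased, also rose, and Ccnd3, a cyclin of the G1 phase that the paper gives as increased, fell. Apex1, a nuclease of base excision repair, and Slirp, which stabilises mitochondrial RNA, fell. By limma with Benjamini-Hochberg adjustment, 28 probe sets changed after 1 day, of which 16 rose and 12 fell. At a p under 0.001 there were 144 (0.464%), 70 higher and 74 lower. Among named genes the largest rise was in Plekhb1, a membrane protein with a pleckstrin homology domain, with a log2 fold change of 0.94 (standard error 0.17, adjusted p = 0.0543). That of Nat8 was 0.83 (standard error 0.16, adjusted p = 0.0543), that of Oplah 0.57 (standard error 0.09, adjusted p = 0.0279) and that of C5 0.38 (standard error 0.07, adjusted p = 0.0543). Hes1, a target of Notch signalling, Cldn1, a tight junction protein, Them7, a thioesterase family member, Tbl1xr1, a subunit of a corepressor complex, Fgl1, a secreted liver protein, and Tfr2 rose by a log2 of 0.29 to 0.71. The largest falls were in Eml2, a microtubule protein, at -0.72 (standard error 0.16, adjusted p = 0.0987), the histone gene H2bc8 at -0.52 and Cyb561d2, a transmembrane reductase, at -0.50 (standard error 0.09, adjusted p = 0.0543). Trabd, Slirp, Plekhh1, Plekhm2, which acts in lysosome transport, Apex1, Ccnd3 and the palmitoyltransferase gene Zdhhc5 fell, with log2 changes from -0.50 to -0.29. All 20 genes had the direction of the mean in at least 9 of 10 handled rats, and 10 of the 20 passed without control rats 1, 2 and 3. The number of called probe sets was 1 without rat 2 or rat 7 of the rats handled for 1 day, so the calls after 1 day depend on single rats. They also depend on the model. The number was 0 with the 3′ to 5′ Gapdh ratio as a covariate, although all 28 probe sets kept their direction. It was 1 with only the 2 groups compared and 2 with a block for replicate number. Other settings gave more, such as 113 without the dimmest 40% of probe sets and 127 with an offset of 1.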

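After 4 days of handling, Lrpprc, which stabilises mitochondrial messenger RNA, and Mybl2, a transcription factor of dividing cells, rose. Scd, which makes monounsaturated fatty acids, Oas1a, an antiviral gene induced by interferon, and enzymes of amino acid breakdown (Gcdh and Sdsl) fell. Limma with Benjamini-Hochberg adjustment called 204 probe sets, of which 89 rose and 115 fell, and 267 (0.86%) had a p under 0.001, 124 higher and 143 lower. Lrpprc rose by a log2 of 0.68 (standard error 0.12, adjusted p = 0.0173) and Plekhb1 by 0.78 (standard error 0.17, adjusted p = 0.0417). The copper transporter gene Atp7b, the transcription factor genes Elk3 and Foxi2, Bpifa2, which encodes a secreted protein, Mta3, a subunit of a chromatin complex, Mybl2, the aldo-keto reductase gene Akr1c19 and the ephrin receptor gene Epha2 rose by a log2 of 0.62 to 1.26. Scd had a log2 change of -2.45 (standard error 0.63, adjusted p = 0.0908), Gcdh of -1.58 (standard error 0.37, adjusted p = 0.0606) and Sdsl of -0.92 (standard error 0.19, adjusted p = 0.0412). The call of Scd and part of the size of its change, though not necessarily its direction, rest on the control rats with high lipid synthesis. Scd had an intensity of 41.8, 53.5 and 41.6 in control rats 1, 2 and 3, against 0.428 to 8.69 in the other 27 rats. The adjusted p of Scd without control rats 1, 2 and 3 was 0.287 (0.0918 to 0.287 over 5 alternatives). Adamts9, a metalloprotease, Oas1a, the lymphocyte antigen gene Ly6c, the matrix protein gene Thsd4, Unc80, an ion channel subunit, Nectin4, an adhesion molecule, and Zfp354c, a zinc finger gene, fell, with log2 changes from -1.37 to -0.90. Of the 20 genes with the largest changes, 12 lay on average below the median intensity of all values in control rats. Without control rats 1, 2 and 3, 6 passed (Lrpprc, Bpifa2, Sdsl, Oas1a, Thsd4 and Unc80), and Mybl2 and Gcdh did not. The number of called probe sets after 4 days was 86 without control rat 3 and 307 without control rat 7. It was 5 with the Gapdh ratio as a covariate, 27 with only the 2 groups compared and 490 without the dimmest 40% of probe sets.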

Less than 1% of genes were significantly altered upon comparison of any of the experimental conditions. A slightly greater percentage of genes with a more reliable false discovery rate (FDR) were significantly altered in animals that were handled when compared to unhandled animals (group 1 versus group 2 or 3) than between the two groups of animals that were handled (group 2 versus 3; Table 3). 

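No gene could be said to differ between rats handled for 4 days and rats handled for 1 day. By limma with Benjamini-Hochberg adjustment 0 probe sets passed, the smallest adjusted p was 0.815, and 1551 probe sets had an unadjusted p under 0.05. The t-test and the rank-sum test also called 0 in this comparison. At a p under 0.001 the comparison of the handled groups had 33 probe sets (0.106%), 16 higher and 17 lower after 4 days, where 31 are expected by chance. The t-test of the paper's methods, run on the same log2 intensities, gave 163 probe sets (0.525%) for 1 day against control, 233 (0.751%) for 4 days against control and 44 (0.142%) for 4 days against 1 day. With the exact rank-sum test these were 142, 195 and 29. At an adjusted p under 0.1, the t-test called 55 probe sets after 1 day and 152 after 4 days, and the rank-sum test 28 and 155.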

Comparison of the 441 significantly altered genes resulting from the union of statistical methods highlights that a majority of genes were altered similarly increased or decreased between animals handled for 2 or 5 days when compared to the unhandled controls (Figure 4).

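Genes changed in the same direction after 1 and 4 days of handling in most cases. Of 216 probe sets that limma called with Benjamini-Hochberg adjustment in either comparison with control, 215 (99.5%) had the same direction on both days, 93 higher and 122 lower, and 16 were called on both. The union of limma's F test at a p under 0.001 and exact rank-sum tests of the pairs at a p under 0.005 held 1030 probe sets, 837 of them from the rank tests only. Of these, 909 (88.3%) had the same direction on both days, 397 higher and 512 lower, and of the 193 from the F test 185 (95.9%) did. Across all probe sets, which are not independent replicates, the 2 handling effects had a Pearson's r of 0.636. Both comparisons use the same control rats, which alone gives a shared direction. Simulated groups with no effect of handling, set against the same controls, gave a mean r of 0.551 (0.0228 to 0.862 over 100 simulations) and the same direction in 82.2% of their probe sets past the F test on average (0 to 100), a range that holds the observed share. With 5 control rats for each comparison and none used in both, the mean r was 0.168 (-0.0651 to 0.254 over 100 splits), while 84.7 to 91.2% of the union and 92.2 to 97.9% of the F test probe sets had the same direction, both sets chosen with all 10 control rats. At a p under 0.001, 37 probe sets were higher on both days and 15 lower on both. The simulated groups with shared controls gave 14.2 (0 to 246) and 16 (0 to 301), and comparisons with neither shared controls nor shared effects would give 0.28 and 0.34. From the similar changes on both days, the paper proposes that the rats neither became sensitized nor habituated to handling in this time.

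**Figure D3:**
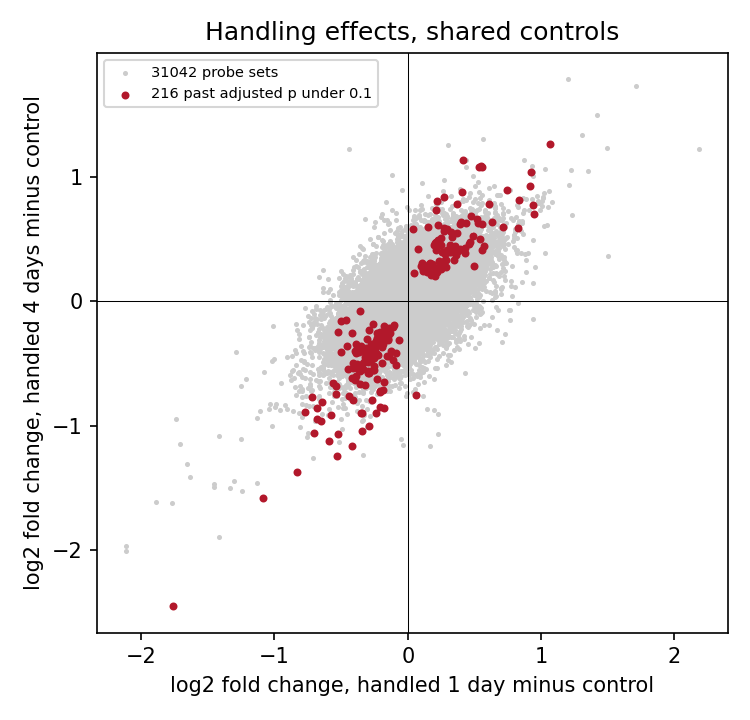
Log2 fold change against control after 4 days of handling against that after 1 day, both handled minus control, 1 point per probe set, with the probe sets called in either comparison marked. Of the 216 marked probe sets, 215 have the same direction on both days.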

**Figure 4:**
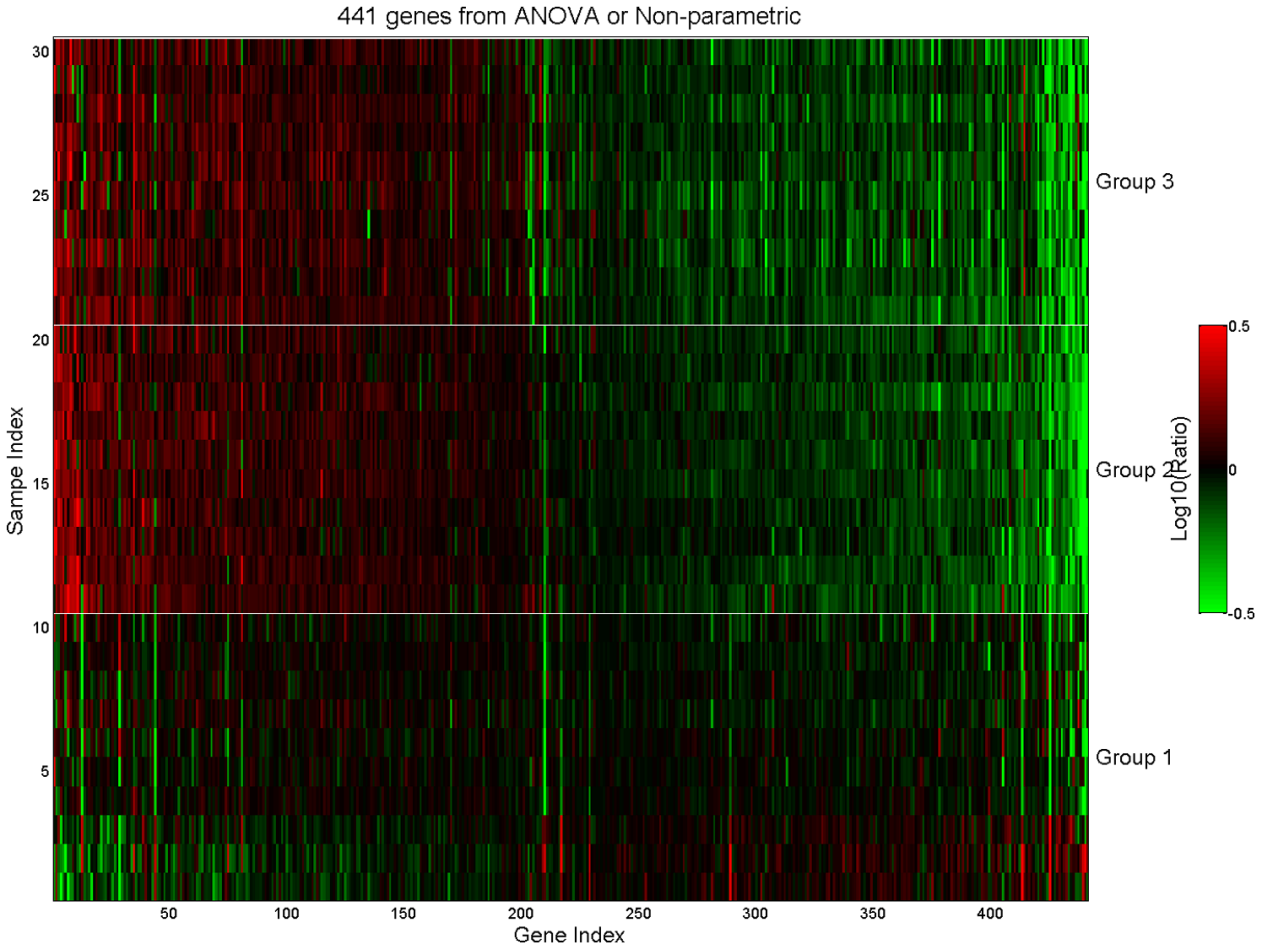
Heatmap of signature genes used in pathway analysis. The 441 signature genes were selected based on the union of ANOVA and non-parametric analyses for pathway analysis. Data is expressed as Log10(Ratio) data. Genes were sorted based on their significance from corresponding statistical tests from left to right for up-regulated and down-regulated genes, respectively. Groups 1–3 are defined in Table 1 with *n* = 10 in each group.

**Table 3:** Percentage of differentially expressed genes for each comparison.

Comparison	% of genes significant with p<0.001	Estimated FDR
Group 2 vs Group 1	0.83%	12.00%
Group 3 vs Group 1	0.96%	10.42%
Group 3 vs Group 2	0.10%	85.71%

### Key Findings from Significantly Altered Pathways

Differentially expressed sequences were analyzed by Ingenuity Pathway Analysis (IPA) to enrich for pathways that were affected in animals that underwent common handling procedures for either 1 or 4 days when compared to unhandled animals. The resulting pathways were used as a guide to group altered genes perturbed by the common handling procedure into general biological processes.

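Most genes that changed did so by less than 1.5-fold. The 28 probe sets called by limma with Benjamini-Hochberg adjustment after 1 day changed by a median of 1.38-fold (1.15 to 1.93), 6 by more than 1.5-fold and 0 by more than 2-fold. The 204 called after 4 days changed by a median of 1.38-fold (1.14 to 5.46), 68 by more than 1.5-fold and 16 by more than 2-fold. The largest, 5.46-fold, is that of Scd, part of which rests on control rats 1, 2 and 3, without which Scd was not called. Of the 29 genes that Table 4 and the text name as changed, 25 have a probe set that carries their symbol alone (24 of Table 4, and C1qc, which only the text names). All 25 ran opposite to the direction the paper gives, after 1 day and after 4 days, in the probe set that stands for the gene. With all probe sets of these genes, 32 of 35 ran opposite after 1 day and 33 after 4 days, and of the 24 at an unadjusted p under 0.05 after 4 days, 23 did. The 19 genes that the paper gives as increased had a median log2 fold change of -0.21 after 1 day and -0.29 after 4 days. Of them, 1 fell after 1 day and 8 after 4 days, and 11 and 16 fell adjusted over the list alone. The 6 genes given as decreased had medians of 0.22 and 0.22, 1 rose after 1 day and 3 after 4 days, and 6 and 5 rose adjusted over the list alone. The study chose these genes on the same rats, so the counts are not independent evidence, and camera, which tests a list against all other genes, can decide nothing on these lists.

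**Figure D4:**
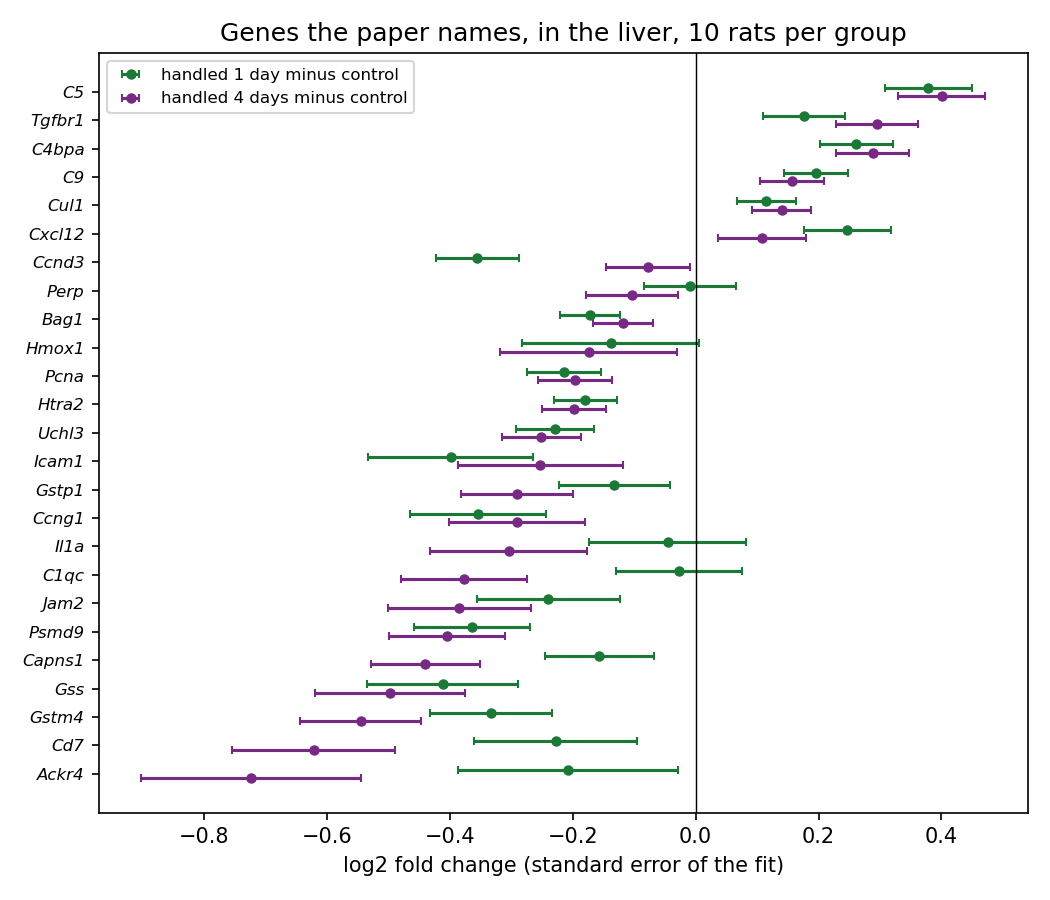
Log2 fold change with its standard error, handled minus control, of 24 genes of Table 4 and C1qc after 1 and 4 days of handling. The 19 genes that the paper gives as increased lie below 0 and the 6 given as decreased lie above 0.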

Overall, gene changes were relatively small in magnitude with fold changes for described genes ranging from −1.1 to 1.8 fold (Table 4). 

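Most genes of the complement system, the plasma proteins that mark and lyse microbes, ran higher after handling in these data, opposite to the direction in Table 4. Most of them are made in hepatocytes, and the genes that ran lower after 4 days included C1qb and C1qc, which macrophages make. Of 30 complement genes, 23 were higher after 1 day and 18 after 4 days, with a median log2 fold change of 0.05 and 0.04. By limma with Benjamini-Hochberg adjustment over all probe sets 1 rose after 1 day and 2 rose after 4 days. The list alone, with its own adjustment, had 6 that rose after 1 day, and 5 that rose and 4 that fell after 4 days. Camera placed the list higher with an adjusted p of 6.25e-05 over 28 lists after 1 day and 0.0179 after 4 days at the preset correlation. With the correlation estimated from the data the call after 1 day held (adjusted p = 0.0907) and that after 4 days did not (0.225). Without control rats 1, 2 and 3 both calls at the preset correlation held, and after loess normalization that after 1 day held (0.00231) and that after 4 days did not (0.131). The call with the estimated correlation after 1 day ended with quantile (0.106) and loess normalization (0.234). It also ended with the 3′ to 5′ Gapdh ratio as a covariate (0.168). With this covariate the preset call after 1 day held (0.00294) and that after 4 days did not (0.1895). The mean log2 change of the list went from 0.057 to 0.026 after 1 day and from 0.009 to -0.028 after 4 days.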

The top scoring pathway result from IPA was the complement pathway which was comprised primarily of genes that were significantly decreased. The complement components C5, C9, complement factor B (*CFB*), and complement component 4 binding protein alpha (*C4BPA*) were all decreased while the C1q, C-chain gene (*C1QC*) was increased. 

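C4bpa, whose product limits the classical pathway, rose after 4 days along with C5, whose cleavage starts the membrane attack complex. The probe set of C5 had an intensity of 9.50 ± 0.820 (SD, n = 10) in control rats, 12.4 ± 1.59 after 1 day and 12.5 ± 0.894 after 4 days. After 4 days C5 had a log2 fold change of 0.40 (standard error 0.07, adjusted p = 0.0198) by limma with Benjamini-Hochberg adjustment and was above the control mean in 10 of 10 rats. That of C4bpa was 0.29 (standard error 0.06, adjusted p = 0.0412), from 27.9 ± 2.65 in control rats to 33.9 ± 1.40, and its value after 1 day of 0.26 (standard error 0.06, adjusted p = 0.107) did not pass. Over 5 alternatives the adjusted p after 4 days was 0.00416 to 0.0421 for C5 and 0.0128 to 0.0838 for C4bpa. C9, a pore-forming component, did not pass at 0.20 (standard error 0.05, adjusted p = 0.195) after 1 day and 0.16 (standard error 0.05, adjusted p = 0.213) after 4 days. C1qc, a chain of C1q, did not pass either, with -0.03 (standard error 0.10, adjusted p = 0.956) and -0.38 (standard error 0.10, adjusted p = 0.113), and all 4 genes ran opposite to the paper's direction. No probe set carries the symbol of complement factor B alone, so it has no value here.

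**Figure D5:**
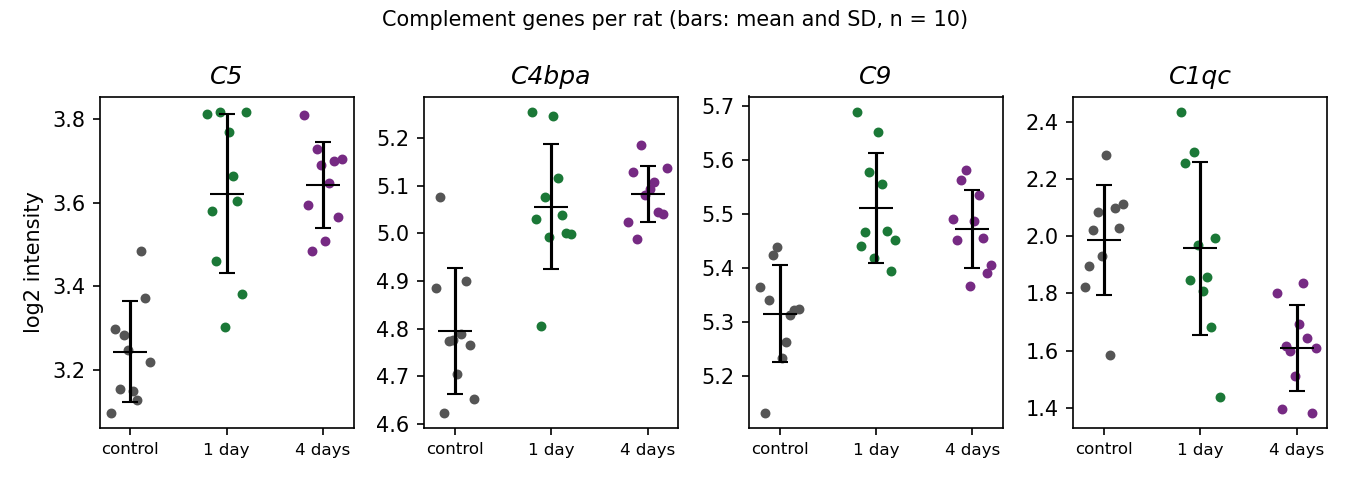
Log2 intensity of C5, C4bpa, C9 and C1qc in each of 30 rats by group, with the group mean and SD. C5 has a mean log2 intensity of 3.24 in control rats and 3.64 after 4 days of handling.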

C1QC is involved in activation of the classical pathway of the complement system and increased expression may represent compensation for the decreased expression of other complement pathway genes. 

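A probe set of Il1a and the genes Ackr4 and Cd7 fell after 4 days of handling, opposite to the direction the paper gives. Il1a encodes an inflammatory cytokine, Ackr4 a receptor that removes chemokines, and Cd7 a surface protein of T cells and natural killer cells. By limma with Benjamini-Hochberg adjustment, Cd7 had a log2 fold change of -0.62 (standard error 0.13, adjusted p = 0.0417) after 4 days, from an intensity of 0.307 ± 0.0718 (SD, n = 10) in control rats to 0.196 ± 0.0318, and was lower in 10 of 10 rats. Ackr4 had -0.72 (standard error 0.18, adjusted p = 0.0809), and its adjusted p was 0.0877 to 0.206 over 5 alternatives. Il1a has a pair of probe sets. The dimmer one fell with -0.84 (standard error 0.16, adjusted p = 0.0260), and the brighter one did not pass with -0.30 (standard error 0.13, adjusted p = 0.341). After 1 day none of these 3 genes passed, with log2 fold changes from -0.23 to -0.05. Jam2 and Icam1, adhesion molecules that leukocytes use to leave vessels, did not pass. The brightest probe set of Jam2 had -0.39 (standard error 0.12, adjusted p = 0.161) after 4 days and its 4 dimmer ones went both ways (-0.47 to 0.28), and Icam1 had -0.40 (standard error 0.13, adjusted p = 0.324) after 1 day and -0.25 (standard error 0.13, adjusted p = 0.487) after 4 days. The 11 probe sets that carry 1 class I symbol each (RT1-A, RT1-A3, RT1-CE5, RT1-CE10, RT1-CE12 and RT1-CE16) went both ways after 4 days, from -0.38 to 1.06, and none passed (smallest adjusted p after 4 days 0.384). The class I gene of Table 4 carries a human name, and which of these probe sets it stands for is not given.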

Additional immune system related genes were significantly altered and primarily increased such as IL-1 alpha (*IL1A*), the chemokine receptor *CCRL1*, *CD7*, and the major histocompatibility I complex gene *HLA-Cc*, in addition to the leukocyte extravasation related genes junctional adhesion molecule (*JAM2*) and intracellular adhesion molecule 1 (*ICAM1*). 

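Cxcl12 encodes a chemokine that holds leukocytes in tissue. Its brightest probe set ran higher than control, opposite to the direction the paper gives, with a log2 fold change of 0.25 (standard error 0.07, adjusted p = 0.241) after 1 day by limma with Benjamini-Hochberg adjustment and 0.11 after 4 days. Of its other probe sets, 1 had 0.22 and 0.09, and the dimmest had 0.03 and -0.44. None of the 3 passed.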

Interestingly, the chemokine *CXCL12* was decreased. Collectively, these gene changes indicate a minor immune system perturbation following handling of animals for 2 or 5 days.

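After 4 days of handling, most genes of the interferon response, of cytokines, of Kupffer cells and of T and NK cells ran lower, though few passed, and neutrophil genes went both ways. Most acute phase proteins, which hepatocytes secrete in inflammation, ran higher. Oas1a and Nkg7, a granule protein of cytotoxic lymphocytes, were among the genes that fell. Of 33 genes of the interferon response and class I presentation, 29 were lower after 4 days, with a median log2 fold change of -0.31. By limma with Benjamini-Hochberg adjustment 1 fell, Oas1a, with a log2 fold change of -1.24 (standard error 0.28, adjusted p = 0.0545), and 17 fell adjusted over the list alone. The t-test and the rank test called 0 of the list after 4 days, and the adjusted p of Oas1a was 0.0548 to 0.148 over 5 alternatives. Usp18 (-1.13), Mx2 (-0.91) and Ifi27 (-0.25) were among these. None of the list passed after 1 day (4 at an unadjusted p under 0.05, 0 by the t-test and 0 by the rank test). Of 43 genes of cytokines, chemokines and adhesion, 34 were lower after 4 days, 1 fell (Ackr4; 0 by the t-test and 0 by the rank test), and 1 rose and 11 fell adjusted over the list alone. On day 2 none passed (7 at an unadjusted p under 0.05, 0 by the t-test and 0 by the rank test), and 1 (Cxcl12) rose adjusted over the list alone. Of 24 genes of T and NK cells, 19 were lower after 4 days. Cd7 fell and so did Nkg7, with -0.42 (standard error 0.11, adjusted p = 0.0902), where the t-test and the rank test called 1 each. The same 2 fell adjusted over the list alone, and Gzma (-0.32) and Xcl1 (-0.55) did not pass. No gene of the list passed after 1 day (0 at an unadjusted p under 0.05, 0 by the t-test and 0 by the rank test). Of 15 genes of Kupffer cells and macrophages, 11 were lower after 4 days and 6 fell adjusted over the list alone, Clec4f (-0.24), Cd68 (-0.33) and C1qb (-0.29) among them. None passed over all probe sets (1 and 6 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 1 by the t-test, 0 and 0 by the rank test).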

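Camera at its preset correlation placed these lists lower after 4 days with adjusted p of 4.97e-08 for interferon genes, 3.65e-04 for cytokines, 0.00294 for Kupffer cells and 0.0179 for T and NK cells. None of these calls held with the estimated correlation (0.141 to 0.435). After 1 day 10 of 15 Kupffer cell genes and 16 of 24 of T and NK cells were higher, opposite to 4 days. The median of the Kupffer cell list after 1 day was below 0 without control rats 1, 2 and 3. It stayed above 0 with loess (0.020) and quantile normalization (0.030). With the Gapdh ratio as a covariate its mean went from 0.051 to -0.028, and that of T and NK cells from 0.055 to 0.036. Of these lists only the interferon list passed after 1 day, lower (0.0222, 0.565 with the estimated correlation and 0.277 without control rats 1, 2 and 3), where the others had 0.171 to 0.787. B cell and neutrophil genes had no called member. Of 10 B cell genes 5 were higher after 1 day, where the mean of the list was below 0 and its median above, and 2 after 4 days. None passed (2 and 1 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 0 by the t-test, 0 and 0 by the rank test), and 1 (Cxcr5, 0.27) and 0 rose adjusted over the list alone. Blnk, Jchain and Fcrla had log2 changes of -0.08, -0.34 and -0.27 after 4 days. Of 9 neutrophil genes 7 and 5 were higher, and none passed (0 and 2 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 0 by the t-test, 0 and 0 by the rank test) or did so adjusted over the list alone. Camp, Np4, Mmp8 and Padi4 had log2 changes from -0.35 to 0.37 after 4 days. Camera gave 0.369 and 0.406 for the B cell list and 0.171 and 0.949 for the neutrophil list. Of 20 acute phase genes 18 were higher after 1 day and 19 after 4 days. None passed limma's test over all probe sets (3 and 7 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 0 by the t-test, 0 and 0 by the rank test) or adjusted over the list alone. Lbp, which binds bacterial lipid, had the largest change among the named members with 0.57 and 0.52, and Hp, Cp and Apcs had 0.10, 0.12 and 0.12 after 4 days. Camera gave an adjusted p of 8.49e-04 and 9.36e-06, and with the estimated correlation 0.128 and 0.0567, so the call after 4 days held. With quantile (0.112) and loess normalization (0.155) it did not hold with the estimated correlation.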

**Table 4:** Highlighted genes that were differentially expressed in animals subjected to common handling procedures when compared to unhandled controls.

Biological Process	Gene Symbol	Gene Name	Fold Change
Immune Function	*CD7*	Cd7	+1.2–1.5
Immune Function	*CCRL1*	Chemokine (C-C motif) receptor-like 1	+1.2–1.7
Immune Function	*HLA-C*	Major histocompatibility complex, class I, C	+1.2–1.4
Immune Function	*ICAM1*	Intracellular adhesion molecule 1	+1.2–1.3
Immune Function	*IL1A*	Interleukin 1, alpha	+1.2–1.8
Immune Function	*JAM2*	Junctional adhesion molecule 2	+1.2–1.3
Immune Function/Complement System	*C4BPA*	Complement component 4 binding protein	−1.2
Immune Function/Complement System	*C5*	Complement component 5	−1.3
Immune Function/Complement System	*C9*	Complement Component 9	−1.1–1.2
Immune Function/Complement System	*CFB*	Complement factor B	−1.2–1.2
Immune Function/Complement System	*CXCL12*	Chemokine (C-X-C motif) ligand 12	−1.1–1.2
Apoptosis & Cell Cycle	*BAX*	Bcl2-associated X protein	+1.3
Apoptosis & Cell Cycle	*CAPNS1*	Calpain, small subunit 1	+1.1–1.4
Apoptosis & Cell Cycle	*CCND3*	Cyclin D3	+1.1–1.3
Apoptosis & Cell Cycle	*CCNG1*	Cyclin G1	+1.2–1.3
Apoptosis & Cell Cycle	*CUL1*	Cullin 1	−1.1
Apoptosis & Cell Cycle	*HTRA2*	HtrA serine peptidase 2	+1.1
Apoptosis & Cell Cycle	*PCNA*	Proliferating cell nuclear antigen	+1.1–1.2
Apoptosis & Cell Cycle	*PERP*	TP53 apoptosis effector	+1.1–1.2
Apoptosis & Cell Cycle	*TGFBR1*	Transforming growth factor beta receptor 1	−1.1–1.2
Protein Ubiquitin Pathway/Apoptosis & Cell Cycle	*BAG1*	Bcl2-associated athanogene	+1.1
Protein Ubiquitin Pathway	*Psmd9*	Proteasome 26S subunit, non ATPase, 9	+1.3
Protein Ubiquitin Pathway	*UBE2V1*	Ubiquitin-conjugating enzyme E2 variant 1	+1.2–1.4
Protein Ubiquitin Pathway	*UCHL3*	Ubiquitin carboxyl-terminal esterase L3	+1.2
Oxidative Stress	*HMOX1*	Heme oxygenase 1	+1.1
Oxidative Stress	*GSS*	Glutathione synthetase	+1.3–1.4
Oxidative Stress	*GSTM4*	Glutathione S-transferase mu 4	+1.3–1.4
Oxidative Stress	*GSTP1*	Glutathione S-transferase pi 1	+1.1–1.2

Additional gene expression changes were noted in a small number of genes involved in apoptosis or cell cycle. 

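Capns1 and Htra2 fell after 4 days of handling and Perp ran lower without passing, opposite to the direction the paper gives. Capns1 encodes the small subunit of calpains, Htra2 a mitochondrial protease released in apoptosis, and Perp a membrane protein induced by p53. By limma with Benjamini-Hochberg adjustment Capns1 fell after 4 days, with a log2 fold change of -0.44 (standard error 0.09, adjusted p = 0.0383) and a lower value in 10 of 10 rats. After 1 day it had -0.16 (standard error 0.09, adjusted p = 0.611) and did not pass. Htra2 fell after 4 days with -0.20 (standard error 0.05, adjusted p = 0.0998) and had -0.18 (standard error 0.05, adjusted p = 0.241) after 1 day. Its call after 4 days passed in 3 of 5 alternatives (0.0738 to 0.159). Perp did not pass in either of its probe sets, with -0.10 (standard error 0.07, adjusted p = 0.633) and -0.31 (standard error 0.09, adjusted p = 0.144) after 4 days. The probe set for Bax carries more than 1 symbol, and the gene has no value here.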

Increased expression was noted in the apoptosis related genes Bcl2 associated X protein (*BAX*), HtrA serine peptidase 2 (*HTRA2*), *PERP*, and calpain 1 (*CAPNS1*). Increased expression was also noted in the proliferating cell nuclear antigen (*PCNA*), which is involved in DNA synthesis, and cyclin G1 (*CCNG1*), which may play a role in G2/M growth arrest, while the transforming growth factor beta receptor 1 (*TGFBR1*) was decreased. 

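Tgfbr1, the receptor through which transforming growth factor beta restrains hepatocyte growth, rose after 4 days, and Pcna, the sliding clamp of DNA polymerase, and Ccng1, a p53 target, ran lower. Each direction is opposite to the one the paper gives. The brighter probe set of Tgfbr1 had a log2 fold change of 0.30 (standard error 0.07, adjusted p = 0.0526) by limma with Benjamini-Hochberg adjustment and was higher in 10 of 10 rats, and after 1 day it had 0.18 (standard error 0.07, adjusted p = 0.407). Pcna had -0.21 (standard error 0.06, adjusted p = 0.231) after 1 day and -0.20 (standard error 0.06, adjusted p = 0.173) after 4 days, and Ccng1 -0.35 (standard error 0.11, adjusted p = 0.289) and -0.29 (standard error 0.11, adjusted p = 0.285), none of which passed. Of 19 p53 target genes 11 were lower after 1 day and 16 after 4 days. None passed over all probe sets (6 and 7 at an unadjusted p under 0.05 after 1 and 4 days, 1 and 0 by the t-test, 1 and 0 by the rank test). Within the list alone 2 rose and 4 fell after 1 day, and 1 rose and 5 fell after 4 days, Mdm2 (-0.16) and Tp53inp1 (-0.57) among those that fell. The gene that rose on both days is Cdkn1a, an inhibitor of the cell cycle, with 1.42 and 1.50, which was picked after its values were seen. By limma without control rats 1, 2 and 3, Cdkn1a had 2.15 after 1 day (adjusted p = 0.173) and 2.23 after 4 days (adjusted p = 0.0962). Only the value after 4 days passed. After 1 day the median of the list (-0.08) was below 0 and its mean (0.01) above it. Camera gave an adjusted p of 0.243 after 1 day and 0.00631 after 4 days, and the call after 4 days held with the estimated correlation (0.0706). The preset call ended without control rats 1, 2 and 3 (0.105, and 0.256 with the estimated correlation), and the call with the estimated correlation ended with quantile (0.109) and loess normalization (0.130).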

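Ccnd3 encodes a D-type cyclin, and Cul1 a scaffold of ubiquitin ligases that degrade cell cycle proteins. Ccnd3 fell after 1 day from an intensity of 0.347 ± 0.0322 (SD, n = 10) to 0.272 ± 0.0310, lower in 10 of 10 rats, opposite to the direction the paper gives. Its adjusted p from limma with Benjamini-Hochberg adjustment was 0.0441 to 0.145 over 5 alternatives, of which 4 passed. The call ended with the 3′ to 5′ Gapdh ratio as a covariate, where 0 probe sets passed after 1 day, although Ccnd3 kept its direction. After 4 days Ccnd3 had a log2 fold change of -0.08 (standard error 0.07, adjusted p = 0.707) and did not pass. Cul1 ran higher, also opposite to the paper, with 0.11 (standard error 0.05, adjusted p = 0.460) after 1 day and 0.14 (standard error 0.05, adjusted p = 0.233) after 4 days, and did not pass.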

Alterations were noted in a minor number of cell cycle progression genes with increased expression of cyclin D3 (*CCND3*), which is involved in the G1/S transition, and decreased expression of its inhibitor *CUL1*.

In addition to apoptosis and cell cycle gene changes, there was increased expression in a small number genes related to the ubiquitin pathway; the proteasome 26S subunit *PSMD9*, the ubiquitin conjugating enzyme *UBE2V1*, and the ubiquitin carboxyl-terminal esterase gene *UCHL3*. 

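Psmd9, a chaperone in the assembly of the proteasome, and Uchl3, which removes ubiquitin, fell after 4 days of handling, opposite to the direction the paper gives. Psmd9 had a log2 fold change of -0.40 (standard error 0.09, adjusted p = 0.0606) by limma with Benjamini-Hochberg adjustment and was lower in 9 of 10 rats, while its dimmer probe set did not pass with -0.18 (standard error 0.11, adjusted p = 0.559). Uchl3 had -0.25 (standard error 0.06, adjusted p = 0.0902) and was lower in 10 of 10 rats. Both calls ended without control rats 1, 2 and 3, at 0.148 and 0.141, with ranges of 0.0611 to 0.161 and 0.0861 to 0.141 over 5 alternatives. After 1 day neither passed, with -0.36 (standard error 0.09, adjusted p = 0.190) and -0.23 (standard error 0.06, adjusted p = 0.223). The other genes of this system did not follow them. Of 39 genes of the proteasome and of ubiquitin transfer, 26 were higher after 1 day and 26 after 4 days. None passed after 1 day (6 at an unadjusted p under 0.05, 1 by the t-test and 0 by the rank test), and the 2 that fell after 4 days are Psmd9 and Uchl3. Within the list alone 3 fell after 1 day, and 1 rose and 2 fell after 4 days. Camera placed the list higher with an adjusted p of 0.275 and 0.0862, and 0.780 and 0.728 with the estimated correlation, and the call after 4 days ended without control rats 1, 2 and 3 (0.914). No probe set carries the symbol of Ube2v1 alone.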

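Bag1 encodes a cochaperone that links heat shock protein 70 to the proteasome. It ran lower after handling, opposite to the direction the paper gives, with a log2 fold change of -0.17 (standard error 0.05, adjusted p = 0.231) after 1 day and -0.12 (standard error 0.05, adjusted p = 0.335) after 4 days by limma with Benjamini-Hochberg adjustment, and did not pass. It was lower than the control mean in 10 of 10 rats after 1 day and in 9 of 10 after 4 days.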

There was also increased expression of the Bcl2 associated athanogene *BAG1* which has an anti-apoptotic role in addition to mediating ubiquitin conjugation of unfolded proteins. 

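Gss, Gstm4, Gstm1 and Ephx1 fell after 4 days of handling, for Gss and Gstm4 opposite to the direction the paper gives. Gss makes glutathione, and Gstm4, Gstm1 and Gstp1 encode transferases that attach it to foreign compounds. Ephx1 opens epoxides. Gstm4 had a log2 fold change of -0.55 (standard error 0.10, adjusted p = 0.0234) by limma with Benjamini-Hochberg adjustment and was lower in 10 of 10 rats, from an intensity of 1.02 ± 0.177 (SD, n = 10) in control rats to 0.694 ± 0.0740. Its adjusted p was 0.0128 to 0.0378 over 5 alternatives. Gss had -0.50 (standard error 0.12, adjusted p = 0.0784), Gstm1 -0.53 (standard error 0.12, adjusted p = 0.0417) and Ephx1 -0.86 (standard error 0.18, adjusted p = 0.0412). These 3 calls ended without control rats 1, 2 and 3, at 0.149, 0.112 and 0.120, the highest of 5 alternatives for each, where the lowest were 0.0738, 0.0322 and 0.0344. Gstp1 did not pass with -0.29 (standard error 0.09, adjusted p = 0.182), nor did Hmox1, which degrades heme, with -0.17 (standard error 0.14, adjusted p = 0.691). On day 2 none of these genes passed, with log2 fold changes from -0.68 to -0.13. Of 28 genes of NRF2 and glutathione, 24 were lower after 1 day and 22 after 4 days, with medians of -0.15 and -0.16. None passed after 1 day (6 at an unadjusted p under 0.05, 0 by the t-test and 0 by the rank test) and 5 fell adjusted over the list alone, and after 4 days 4 fell and 8 did so adjusted over the list alone. Camera gave an adjusted p of 9.34e-05 and 4.08e-05, and neither call held with the estimated correlation (0.128 and 0.141). The list did not keep its calls without control rats 1, 2 and 3 (0.201 and 0.105), in which the mean log2 level of these genes was 1.52, 1.61 and 1.57 against 0.84 to 1.37 in the other rats.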

Additional increases were observed in a small number of genes involved in oxidative stress such as glutathione synthetase (*GSS*), glutathione transferase genes (*GSTM4*; *GSTP1*), and heme oxygenase (*HMOX1*). These gene changes may indicate minor cell cycle alterations along with increased protein turnover and a minor oxidative stress response. However, these changes were minor in magnitude and there were no correlating microscopic changes observed in the liver.

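Genes of cell division ran lower after handling, and genes of the response to misfolded proteins did not move as a group. Of 30 genes of cell proliferation, 28 were lower after 1 day and all 30 after 4 days, with a median log2 fold change of -0.26 and -0.29. None passed limma's test with Benjamini-Hochberg adjustment (6 and 8 at an unadjusted p under 0.05 after 1 and 4 days, 1 and 0 by the t-test, 1 and 0 by the rank test). Within the list alone 2 fell after 1 day (Mcm4, -0.40, and Pcna) and 1 after 4 days (Pcna), and Mcm6 and Nusap1 had -0.57 and -0.49 after 4 days. Camera gave an adjusted p of 3.60e-06 and 3.31e-07, and neither call held with the estimated correlation (0.183 and 0.164). The probe set of Mybl2 that rose after 4 days went the other way. Of 25 genes of heat shock and stress of the endoplasmic reticulum, 8 were higher after 1 day and 14 after 4 days. None passed (5 and 2 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 0 by the t-test, 0 and 1 by the rank test). Asns, which makes asparagine, and Ddit3, a factor of the same stress response, ran lower on both days with -0.92 and -0.83, and -0.39 and -0.42, and are the 2 genes that fell adjusted over the list alone on each day. The chaperone gene Hspb1 rose over the list alone after 1 day (0.89), and Hyou1 had -0.32. Camera gave 0.204 and 0.978, where after 4 days the median of the list was above 0 and its mean below.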

## Discussion

This study was designed to investigate the baseline gene expression changes in livers of rats subjected to common handling procedures in a standard short term multiple dose level preclinical study. The strengths of this study include the experimental design and choice of replicates in each group in addition to the chosen p-value cutoff for identification of significantly altered genes. An *n* of 10 was chosen for each treatment group in order to have power to detect subtle gene expression changes. Monte-Carlo methods exploring the dependency of signature size (N_sig_) and false discovery rate (FDR) on the p-value cutoff (P_th_) and number of replicates (*n*) in each group were employed to determine the validity of this choice. These data-driven analyses substantiate the choice of 10 replicates per group in order to identify a larger number of gene changes at a given p-value cutoff. They also illustrate the practical trade-off between N_sig_ and FDR for a given choice of *n*. For example, one can always obtain more signature genes (larger N_sig_) by placing a less stringent cutoff (greater P_th_). However, by doing so, one should also expect a higher percentage of spurious signature genes as represented by a higher FDR. In this study a p-value cutoff of 0.001 was chosen in order to reduce the number of spurious signature genes retrieved, thus increasing the confidence that these signature genes represent true biological effects.

Relatively few significant gene expression changes were identified in the livers of animals that underwent common handling procedures for either 1 or 4 days when compared to unhandled animals at day 2 (∼1%). However, by taking the union of two complementary statistical methods at an FDR of approximately 10%, these ∼400 genes likely represent true biological changes with a low number of false positives. Conversely, comparison of the animals handled for 2 days with those handled for 5 days resulted in identification of only approximately 0.1% of genes demonstrating significantly differential expression which are more likely to represent false positives as indicated by a higher FDR. Changes were similar in animals handled for 1 day and those handled for 4 days, implying a lack of sensitization or habituation to handling in a short time-frame. Of further interest would be whether this response would subside upon a much longer period of common handling procedures.

Pathway analysis demonstrated that handling procedures led to altered expression of immune function related genes with a general decrease in multiple complement system genes as well as a small number of additional immune function related genes. Collectively, these changes likely indicate a minor immune perturbation in the liver following handling procedures. The effects of handling laboratory animals and the resulting alterations in immune response has been documented previously [4]. In general, mild and or acute stressors enhance humoral immune responses while severe or long-term stressors can be immunosuppressive [10]–[18]. Stress-related changes in the functional capacity of the immune system have been discussed in a recent review article [19] and include decreased immune cell numbers and functions, decreased response to vaccinations, and increased immunosuppressive pathways and proinflammatory cytokines. Effects of chronic stress on immune function have been well-documented in humans and include effects on both the innate and adaptive immune system [20]. As summarized by Gouin, specific findings include attenuated responses to vaccination, poorer wound healing, exaggerated release of inflammatory mediators, and premature aging of the immune system. Endogenous glucocorticoids are essential for antibody responses and adrenalectomy or anti-glucocorticoid receptor treatment decreases IgM and IgG responses which can be restored by corticosterone replacement [21]. Activation of the complement cascade occurs rapidly [22] and is reported following acute psychological stress in humans with increased circulating levels of C3a, C5a, and Factor Bb [23]. Thus, perturbation of immune system related genes in the liver and a post-handling increase in corticosterone levels at day 2 are consistent with previous reports of acute stress-related effects. Liver gene expression changes were measured in necropsied livers on the day following dose administration and tail vein blood collections. Therefore, the decreased expression of complement genes in light of an increase in other immune genes may reflect a transcriptional feedback loop.

In conclusion, the results reported here highlight gene expression changes that occur in laboratory animals during routine handling procedures. These gene expression changes can be viewed as baseline changes upon which additional transcript level alterations resulting from vehicle and/or compound related effects are layered. One can envision the composition of these effects as depicted in Figure 1. This simple additive model illustrates how transcriptional effects at various levels on preclinical animals may add up. If control animals in a study are subjected to the same handling procedures these gene expression changes may be normalized as vehicle related changes are normalized. However, more complex models and interactions with vehicle and/or compound related gene changes cannot be excluded and may warrant further investigation. Synergistic or subtractive interactions with compound mediated effects may confound interpretation of gene changes in a study. We propose to monitor these 441 “rat stress related genes” in historical and future experiments to better understand the effects of these genes on interpretation of compound induced gene expression changes.

How the deposited data were processed for this re-analysis (not part of the article)

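RNA of the left liver lobe of 30 female Sprague-Dawley rats was measured on Affymetrix rat genome arrays, 1 array per rat, in 10 unhandled control rats, 10 rats handled for 1 day and 10 rats handled for 4 days. The rats in the 3 groups are different animals, and the paper does not pair them by replicate number. Control rats and rats handled for 1 day were euthanised on day 2 and rats handled for 4 days on day 5, and there was no unhandled group on day 5.

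The deposited values are intensities on a linear scale, 1 per probe set and array, and the authors scaled every array to a mean intensity of 1. This scaling is read from the values, since the paper's text does not describe it. The authors processed the arrays in Rosetta Resolver and tested log10 ratios, which were not used here or rebuilt. Of 31099 probe sets, 57 Affymetrix controls were left out and 31042 were tested. Of these, 20826 carry 1 gene symbol, 20758 of them with a symbol in the RefSeq table, and they cover 14217 genes. Array-by-array correlations showed no identical arrays. The number of arrays limits the precision, and no depth applies to intensities.

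Intensities were turned to log2 without an offset and compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, 3 groups in 1 fit, two-sided). The plan had named an offset of 16, which suits signals far above 16. Since the values have a mean of 1, the offset was left out after the values were seen. Offsets of 16 and 0.05 were then run as alternatives, as were loess normalization, a rank threshold of 0.001 and the ratio of the 3′ to the 5′ Gapdh control probe set as a covariate. Benjamini-Hochberg adjustment was over all tested probe sets and a call needed an adjusted p under 0.1. The p threshold of 0.001 is the study's. The signature was the union of limma's F test at a p under 0.001 and exact Wilcoxon rank-sum tests of the 3 pairs at a p under 0.005, which stand in for a non-parametric test that the paper's text does not describe. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9.

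False discovery rates were taken from the number expected by chance, its upper bound and 99 permutations of the labels. The dependence on the number of rats was computed in 14 random draws for each number from 3 to 9 per group. The effect of shared controls was measured with 100 simulations of unchanged groups and 100 splits of the controls into 2 sets of 5. The pipeline was tested on simulated data with known changes.

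Genes named in the text are those the paper names as changed, with every probe set that carries their symbol alone, the 10 largest rises and 10 largest falls among called probe sets in each comparison with control, and up to 4 members of each list with the smallest p. The paper's tables had been read when this rule was set. In lists and in counts of the paper's genes, the probe set with the highest mean stands for a gene. The 28 lists are complement, acute phase proteins, p53 targets, glucocorticoid-induced genes, circadian clock, erythroid cells, iron and hepcidin, NRF2 and glutathione, proteasome and ubiquitin, interferon and class I presentation, cytokines and adhesion, Kupffer cells, T and NK cells, B cells, neutrophils, sinusoidal endothelium, stellate cells, bile duct epithelium, cholesterol synthesis, fatty acid synthesis, fatty acid oxidation, cytochrome P450 genes, bile acids, heat shock and stress of the endoplasmic reticulum, proliferation, immediate early genes, and the genes that the paper gives as raised and as lowered (Table 4, with C1qc from the text). Lists were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the 28 lists.

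Alternatives were offsets of 1 and 64, quantile normalization, array weights, an intensity trend in eBayes, a block for replicate numbers, fits of only the 2 groups compared, the t-test of the paper's methods, the rank-sum test, 1 probe set per gene, leaving out the dimmest 40% of probe sets, an adjusted p under 0.05, leaving out the 3 control rats that stand apart, and leaving out each of the 30 rats in turn. Cfb, Bax and Ube2v1 and the human-named class I gene of Table 4 have no probe set with their symbol alone and were left out. No genome positions are given, since the files hold none.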

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

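The tests of food intake, of the share of other cell types, of lists without control rats 1, 2 and 3, of RNA quality between the groups and of the time of day between the groups were chosen only after the results were seen.

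Single rats stood far from the other 9 of their group in 28 of 492 groups of 10 tested over 164 probe sets, past Dixon's 95% critical value for 10 values, where chance alone gives about 1 in 20. Intensities are given for these rats. Among control rats they were Ddit3 at 0.708 and Emcn at 0.611 in rat 5, Hmox1 at 3.38 in rat 1, RT1-A at 0.0763, a probe set of RT1-CE5 at 0.0161 and RT1-A3 at 0.0454 in rat 7, Nat8 at 0.686 in rat 10 and Mmp8 at 0.0647 in rat 9. Among rats handled for 1 day they were Bmal1 at 0.148, RT1-CE10 at 8.01, probe sets of RT1-CE5 at 0.909, 1.32 and 0.925 and Them7 at 1.15 in rat 10, Il1a at 0.142 and RT1-A3 at 0.0653 in rat 1, Adamts9 at 0.0162, Jam2 at 0.0348 and Usp18 at 0.197 in rat 3, and Tbl1xr1 at 0.523 in rat 2. Among rats handled for 4 days they were Cyp8b1 at 17.5 and Usp18 at 0.0741 in rat 5, Fads2 at 1.54 in rat 9, Foxi2 at 0.0198 in rat 1, Mdm2 at 0.807 and Fcrla at 0.725 in rat 10, a probe set of Jam2 at 0.0162 in rat 3 and Psmd9 at 0.283 in rat 6. The class I probe sets set control rat 7 below and rat 10 of those handled for 1 day above their groups, and RT1-CE10 was at 1.04 to 1.69 in the other 9 rats. No biological or technical explanation of these values was tested.

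Among the 26 lists not taken from the paper, those whose change after 4 days differed from that after 1 day, by camera with the estimated correlation in the comparison of the handled groups, were cytokines, chemokines and adhesion (median log2 -0.14, 4 days minus 1 day), T and NK cells (-0.21) and bile acid synthesis and transport (-0.12), each at an adjusted p of 0.0994. Of their members 33 of 43, 21 of 24 and 18 of 20 were lower after 4 days than after 1 day. The genes raised in the study had the same adjusted p, with a median of -0.09 and 14 of 19 lower, which is not independent evidence. None of the members passed limma's test over all probe sets, and the day of euthanasia differs between these groups as well as the handling.

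Acute phase proteins, which the paper does not discuss, ran higher after 4 days with a median log2 fold change of 0.12 and an adjusted p of 0.0567 by camera with the estimated correlation, a call that ended with quantile and with loess normalization.

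Control rats 1, 2 and 3 stand apart from all other rats. Poor RNA or labelling is argued against, since 0 of these arrays lay outside the range of the other 27 in the Gapdh ratio of 3′ to 5′ control probe sets, and another cell type in the tissue is argued against, since at most 1 of the 3 lay outside the range of the others, on the same side, in any list of other cell types. A different time of day at necropsy may explain them, as the difference between clock genes of opposite phase was 3.15, 2.24 and 3.08 in these rats, outside the range of -2.51 to 1.70 of the others in 3 of 3. Food intake before necropsy stays open, since fatty acid synthesis genes (2.79, 3.24 and 2.69 on the log2 scale against 0.19 to 0.81) lay above and fatty acid oxidation genes (1.60, 1.93 and 1.93 against 2.89 to 3.43) below the range of the others in 3 of 3, but these genes are among those that set the rats apart, so the count cannot decide. Time of day and feeding go together in rats, the labels give neither, and which of them differed stays open.

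Of 26 lists that were not taken from the paper, 9 moved the same way on both days by camera at its preset correlation, and 0 of these 9 passed on both days with the estimated correlation. The calls counted below are at the preset correlation. A lower share of other cell types in handled livers stays open, as 0 of 8 lists of such cells had a median below 0 on both days, but most medians after 1 day lay near 0, and without control rats 1, 2 and 3 those of Kupffer cells (-0.04 and -0.24), B cells (-0.04 and -0.17) and endothelium (-0.03 and -0.09) were below 0 on both and those of neutrophils (0.28 and 0.14), erythroid (0.09 and 0.21) and stellate cells (0.08 and 0.04) above 0 on both. A bias that depends on intensity stays open, as 6 of the 9 lists kept their calls on both days after loess normalization (acute phase, NRF2, interferon, fatty acid synthesis and oxidation, and proliferation) and complement, iron and cytochrome P450 genes did not. The 3 control rats stay open as a cause too, as 4 of the 9 kept their calls on both days without them (complement, acute phase, cytochrome P450 genes and proliferation). RNA quality that differs between the groups stays open. The Gapdh ratio was above that of all control rats in 7 of 10 rats handled for 1 day and 10 of 10 handled for 4 days. With it as a covariate 8 of the 9 lists kept their calls, and the complement list did not. After 4 days camera gave complement an adjusted p of 0.1895, with a mean log2 change of -0.028. The control and 4-day rats do not overlap in the Gapdh ratio, so the fit extrapolates, although the gap is small (at most 0.7006 against at least 0.7009). In the beta-actin ratio only 0 of 10 rats after 1 day and 2 of 10 after 4 days lay above all control rats. A time of day at necropsy that differs between the groups stays open as well, as the difference between clock genes was above that of the 7 other control rats in 17 of 20 handled rats and went with handling. Handling itself, which the design names, remains an untested explanation for the lists that were kept.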

How the results depend on the processing

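Leaving out the offset of 16 that the plan had named was chosen only after the values were seen, as were the offset of 0.05, loess normalization, the rank threshold of 0.001 and the Gapdh ratio as a covariate. Of 328 results for named probe sets, 67 were calls, and no call reversed under any alternative run for them. Of the 67, 61 held with quantile normalization, 42 with the t-test, 41 with array weights, 31 without control rats 1, 2 and 3 and 20 with a block for replicate number, and 20 held whichever of the 30 rats was left out. Calls were gained for 2, 6, 1, 9, 0 and 18 results under these alternatives. Among results that were not called, 2, 0, 11, 24, 0 and 32 had the other sign.

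The number of probe sets called after 1 day, 28, was 64 with 1 probe set per gene, 1 at an adjusted p under 0.05, 69 with an intensity trend, 45, 127, 108 and 108 with offsets of 0.05, 1, 16 and 64, 1 with only the 2 groups compared, 2 with the replicate block, 55 with the t-test, 102 without control rats 1, 2 and 3, 113 without the dimmest 40% of probe sets and 0 with the Gapdh ratio as a covariate. The 204 after 4 days were 70 at an adjusted p under 0.05, 370 with an intensity trend, 346, 467, 437 and 437 with these offsets, 27 with only the 2 groups compared, 85 with the replicate block, 490 without the dimmest probe sets and 5 with the Gapdh ratio, and the 0 between the handled groups were 1 with it. With that covariate 28 of the 28 and 196 of the 204 kept at least 50% of their change, and the standard errors are 1.21 and 1.28 times as wide by the design. Without the dimmest probe sets there are fewer tests, but the numbers at a p under 0.001 were also higher (157 and 290), so the adjustment is not the whole cause; the causes were otherwise not tested.

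With the Gapdh ratio the 144, 267 and 193 (F test) at a p under 0.001 were 80, 96 and 71, and the false discovery rate of the F test was 43.7%. At a p under 0.001, the 144 probe sets after 1 day were 236, 227 and 226 with offsets of 1, 16 and 64, the 193 of the F test were 305, 298 and 301, the 267 after 4 days were 175 with 1 probe set per gene and 161 with only the 2 groups compared, and the 33 between the handled groups were 15 with 1 probe set per gene. The false discovery rate of the F test, 16.1%, was 10.4% with 1 probe set per gene, 10.2%, 10.4% and 10.3% with offsets of 1, 16 and 64 and 8.39% without the dimmest probe sets. The signature of 1030 was 594 with 1 probe set per gene and 369 with the rank threshold of 0.001, which lets fewer pass. Its share with the same direction, 88.3%, was 90.7% without control rats 1, 2 and 3, and did not move with different controls for each comparison, in probe sets chosen with all 10, where the correlation of the handling effects went from 0.636 to 0.168.

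The number of list members called in either comparison moved for these lists. Without control rats 1, 2 and 3, cholesterol synthesis went from 0 to 8, the circadian clock from 1 to 6, fatty acid synthesis from 1 to 4, NRF2 genes from 4 to 1, p53 targets from 0 to 2, glucocorticoid-induced genes and cytochrome P450 genes from 0 to 1, iron from 1 to 0, the proteasome from 2 to 0, stellate cells from 1 to 0 and the genes raised in the study from 9 to 5. Quantile normalization gave 1 for the proteasome and 0 for stellate cells. The replicate block gave 0 for bile acids, cytokines, fatty acid synthesis, interferon, the proteasome and stellate cells, 1 for T and NK cells and 3 for the genes raised in the study. The causes were not tested.

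The paper does not pair the rats by replicate number. Rats with 1 number were slightly more alike than other pairs, so a weak tie by number stays open. Over 30 pairs of rats with 1 number, the correlation after removal of group means was -0.038 to 0.118 (median 0.0475, 1 over 0.1), against a median of -0.0098 over 270 other pairs, and 8 of 30 rats were closest to a rat of their own number.

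Leaving out each of the 30 rats in turn gave 1 to 44 calls after 1 day, 86 to 307 after 4 days and 0 between the handled groups, and at a p under 0.001 103 to 166, 205 to 308, 22 to 42 and, for the F test, 140 to 216. The signature was 892 to 1112, its share with the same direction 85.7 to 90.3%, and the correlation 0.614 to 0.666. The lowest number after 1 day was without rat 2 or rat 7 of those handled for 1 day and the highest without control rat 8, and after 4 days these were without control rats 3 and 7. Of the 30 settings, 12 moved the number after 1 day by more than 1.5 times, and 9 did so after 4 days. The signal over background limits the dimmest probe sets, and no detection call was used.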

Differences from the paper's values

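For rats handled for 1 day against control, the paper's percentage of genes at a p under 0.001 is 0.83% and that of the deposited values is 0.464%. Of the alternatives set before the data were examined, 1 probe set per gene (0.746%), an intensity trend (0.599%), offsets of 1 (0.760%) and 64 (0.728%), leaving out control rats 1, 2 and 3 (0.602%) and leaving out the dimmest 40% of probe sets (0.843%) fall within 1.5 times the paper's value. Array weights, only the 2 groups compared, quantile normalization, the replicate block, the t-test and the rank-sum test do not. The offset of 16 that the plan had named (0.731%), replaced by none after seeing the values, also does, as does one of 0.05 (0.561%), chosen after seeing them, and both drop 0 of the 5 genes named by the paper that pass here. Loess normalization and the Gapdh ratio as a covariate, chosen after seeing the values too, do not.

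The paper's false discovery rate for this comparison is 12.00% and that of the deposited values is 21.6%. It lies within 1.5 times the paper's with 1 probe set per gene (13.4%), an intensity trend (16.7%), offsets of 1 (13.2%) and 64 (13.7%), without control rats 1, 2 and 3 (16.6%) and without the dimmest 40% of probe sets (11.9%), and not with array weights, only the 2 groups compared, quantile normalization, the replicate block, the t-test or the rank-sum test. The planned offset of 16 (13.7%) and one of 0.05 (17.8%), run after seeing the values, also reach it and drop 0 of those 5 genes, and loess normalization and the Gapdh ratio do not.

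The paper's signature has 441 genes and the union computed here 1030 probe sets, at the thresholds its methods give. The paper's results give 0.001 as the threshold of the union, and with that threshold for the rank tests as well, run after seeing the values, the union is 369, within 1.5 times the paper's number, and drops 2 of the 20 genes named by the paper that the union of 1030 holds. With 1 probe set per gene it is 594, also within 1.5 times. The other alternatives run for it, from 888 to 1270, are not.

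In Table 4 the fold change of IL1A reaches 1.8 and that of PERP 1.2 at the upper end of their ranges. Read as control over handled, the direction in which the other genes of Table 4 match, the probe sets that stand for these genes give 1.24 and 1.07 in the comparison with the larger change, and the 5 alternatives run for them, set before the data were examined, give 1.23 to 1.32 and 1.06 to 1.07 and do not reach the upper ends, although the values for IL1A lie inside its printed range. A second probe set of each gene, picked after its values were seen, gives 1.16 and 1.80 for IL1A and 1.10 and 1.24 for PERP after 1 and 4 days, which spans both ranges to the printed digit.

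In the paper's text and Table 4, genes such as CD7, CCRL1, CAPNS1, GSS and GSTM4 are increased and C5, C4BPA and TGFBR1 are decreased after handling. Of 25 genes with a probe set of their own, 25 run the other way after 1 day and 25 after 4 days, among them the 12 called genes. Cd7 has a log2 fold change of -0.62, Ackr4 (CCRL1) -0.72, Capns1 -0.44, Gss -0.50, Gstm4 -0.55, C5 0.40, C4bpa 0.29 and Tgfbr1 0.30 after 4 days. The sizes of the other fold changes of Table 4 lie within the spread among rats once turned to control over handled. The paper states that the altered genes of the complement pathway mostly decreased. Here 23 of all 30 complement genes, altered or not, are higher after 1 day and 18 after 4 days. Adjusted over the list alone, 6 rose and 0 fell after 1 day, and 5 rose and 4 fell after 4 days.

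The paper selected genes at unadjusted p thresholds, at which the union computed here holds 20 of the 25 genes tested. It counts as changed genes that limma with Benjamini-Hochberg adjustment does not call here. The t-test of the paper's methods, adjusted the same way, calls Bag1 (adjusted p = 0.0725), Htra2 (0.0725) and Pcna (0.0561) after 1 day and C1qc (0.0619) and C9 (0.0961) after 4 days. The ranges over 5 alternatives are 0.0725 to 0.322, 0.0725 to 0.327, 0.0561 to 0.394, 0.0619 to 0.186 and 0.0961 to 0.285. C4bpa after 1 day is called with array weights (0.0471) and without control rats 1, 2 and 3 (0.0361), over a range of 0.0361 to 0.172. In all of these settings the directions stay opposite to the paper's.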

Other observations

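The tests of the direction of Table 4 and of exchanged labels were chosen only after the results were seen; the splits of the rats were planned.

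Other splits of the same rats, 100 with the real one, can be set against the counts. After 1 day, 1 split (the real one) gave as many probe sets at a p under 0.001 as the real 144, with 93 the highest of the others, and 1 gave as many calls as the real 28, with 2 the highest of the others, so chance can be excluded at this level. After 4 days it was 1 split for 267 (highest other 102) and 1 for 204 calls (highest other 4), and for the F test 1 split for 193 (highest other 112), so chance can be excluded there too. Between the handled groups 21 splits gave 33 or more (highest other 69), so chance cannot be excluded for that number, while the 0 calls are a number that each split reaches (100 of 100, highest other 3), which decides nothing.

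The genes of Table 4 run opposite to the study's directions in the deposited values. That the table gives control over handled stays open: 0 of 12 called genes run in its direction, but these are the genes that show the pattern, so the count cannot decide. The difference is mainly one of sign. Turned to control over handled, Cd7 had 1.17 and 1.54 after 1 and 4 days, Gss 1.33 and 1.41 and Uchl3 1.17 and 1.19, their ranges in Table 4 to the printed digit. The probe sets that stand for Il1a and Perp do not reach the upper ends. Exchanged labels would give the same sizes, so the sizes alone cannot tell these apart. Exchanged labels in the deposited samples are argued against, since 3 of the 3 rats farthest from the others carry the control label, as the paper states of its 3 samples. The paper's log ratios were not used here, so the direction in which they were formed stays open.

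Lists about which the paper makes no claim are given for 1 and 4 days, handled minus control. Of 24 genes of fatty acid oxidation and ketogenesis, 24 and 22 were higher, with medians of 0.43 and 0.31. None passed limma's test with Benjamini-Hochberg adjustment (15 and 5 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 0 by the t-test, 0 and 0 by the rank test), and 18 and 2 rose adjusted over the list alone. Camera gave an adjusted p of 3.54e-13 and 5.83e-07 (0.114 and 0.221 with the estimated correlation). Ehhadh, Angptl4, Slc25a20 and Plin2 had log2 changes of 0.70, 0.50, 0.36 and 0.27 after 1 day. Of 20 genes of fatty acid synthesis, 18 and 19 were lower, with medians of -0.45 and -0.41. None passed after 1 day (5 at an unadjusted p under 0.05, 0 by the t-test and 0 by the rank test) while after 4 days Scd fell (0 by the t-test and 0 by the rank test), with 0 and 3 that fell adjusted over the list alone. Camera gave 3.50e-04 and 2.39e-04 (0.473 and 0.435), and Fads2, Acacb and Dgat2 had -0.71, -0.62 and -0.07 after 4 days.

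In cholesterol synthesis, 10 and 7 of 20 genes were higher and none passed (0 and 0 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 0 by the t-test, 0 and 0 by the rank test), nor did any adjusted over the list alone. Camera gave 0.413 and 0.285, and Sqle, Msmo1, Ebp and Tm7sf2 had log2 changes of 0.72, 0.63, -0.12 and -0.09 after 1 day. Without control rats 1, 2 and 3 the list was higher at 5.61e-26 and 6.29e-12 (0.00213 and 0.0568 with the estimated correlation). These 3 lipid lists move with control rats 1, 2 and 3. Without them, the medians of fatty acid oxidation went to 0.04 and -0.06, with camera higher at 0.00670 after 1 day, a call that did not hold with the estimated correlation (0.437), and lower at 0.468 after 4 days. Without these rats, 8 genes of cholesterol synthesis and 4 of fatty acid synthesis rose after 1 day, and 6 and 3 after 4 days. The list of fatty acid synthesis, lower with them, was higher without them by camera at the preset correlation only, as far as given here, with an adjusted p of 1.88e-06 and 1.28e-05.

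Among 21 glucocorticoid-induced genes, 15 and 13 were higher and none passed (3 and 8 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 0 by the t-test, 0 and 0 by the rank test). Within the list alone 1 rose after 1 day, and 3 rose and 5 fell after 4 days, with Sgk1, Tat and Errfi1 at -0.31, -0.53 and -0.31. Camera gave 0.0549 and 0.978 (0.523 and 0.985). Without control rats 1, 2 and 3 the direction turned, with medians of -0.09 and -0.20 and camera lower at 0.519 and 0.0122 (0.256 after 4 days with the estimated correlation). Of 18 clock genes, 9 and 10 were higher. None passed after 1 day (2 at an unadjusted p under 0.05, 0 by the t-test and 0 by the rank test), and Clock rose after 4 days with 0.32 (standard error 0.07, adjusted p = 0.0465). With the list's own adjustment 2 rose after 1 day, and 2 rose and 1 fell after 4 days, with Rora, Bmal1 and Cry2 at 0.43, 0.51 and -0.29. Camera gave 0.271 and 0.441. The median and mean of the list were below 0 after 1 day, and the mean after 4 days, where camera placed it higher. Without control rats 1, 2 and 3, Bmal1 rose by a log2 of 0.85 and 1.01 and Dbp, picked after its values were seen, fell, at -1.42 and -1.73. Of 18 immediate early genes, 11 and 13 were lower, none passed (0 and 1 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 0 by the t-test, 0 and 0 by the rank test) and none did adjusted over the list alone. Camera gave 0.937 and 0.251, and 0.0251 and 6.70e-04 without control rats 1, 2 and 3, where neither call held with the estimated correlation (0.437 and 0.246), while the mean after 1 day was above 0 and the median below, and Jun, Klf6, Nr4a1 and Gadd45b had -0.60, -0.23, -0.36 and 0.38 after 4 days.

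For iron and hepcidin, 9 and 9 of 17 genes were higher and Tfr2 rose on both days, after 4 days with 0.28 (standard error 0.06, adjusted p = 0.0431), and 2 and 1 rose adjusted over the list alone. Camera gave 0.0701 and 0.0233 (0.307 and 0.191), where the call after 1 day ended without control rats 1, 2 and 3 (0.201), and Aco1 and Hjv had log2 changes of 0.22 and 0.09 after 1 day. Drug-metabolising cytochrome P450 genes were higher in 19 and 16 of 25, and none passed (3 and 1 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 0 by the t-test, 0 and 0 by the rank test). With the list's own adjustment 0 and 1 rose, and camera gave 0.0139 and 0.0651 (0.114 and 0.210). Cyp1a2 had 0.31 after 4 days, and Cyp3a18, Cyp3a2 and Cyp2j4 had 0.34, 0.30 and 0.08. Bile acid genes were higher in 17 and 9 of 20. None passed after 1 day (3 at an unadjusted p under 0.05, 0 by the t-test and 0 by the rank test), and Abcc2, which exports conjugated bilirubin, fell after 4 days with -0.45 (standard error 0.11, adjusted p = 0.0847) (0 by the t-test and 0 by the rank test). Adjusted over the list alone 1 rose and 1 fell after 1 day, and 1 rose and 2 fell after 4 days, with Slc27a5, Cyp7a1 and Cyp8b1 at 0.35, -1.23 and 0.49. Camera gave 0.00648 and 0.978 (0.158 and 0.985), and 0.334 and 0.0802 without control rats 1, 2 and 3 (0.465 and 0.246), with the median and mean after 4 days below 0 where camera placed the list higher.

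Erythroid genes were higher in 6 and 9 of 12, none passed (0 and 1 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 0 by the t-test, 0 and 0 by the rank test) and none did adjusted over the list alone. Camera gave 0.643 and 0.0849 (0.221 after 4 days with the estimated correlation), and 0.152 and 0.00462 without control rats 1, 2 and 3, where the list was higher after 4 days with the estimated correlation too (0.0290), and Rhag, Hba-a3, Slc4a1 and Epb42 had log2 changes of 0.48, 0.44, 0.48 and -0.11 after 4 days. Sinusoidal endothelial genes were higher in 9 and 5 of 17 and none passed (2 and 3 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 0 by the t-test, 0 and 0 by the rank test). Adjusted over the list alone 1 rose after 1 day, and 1 rose and 1 fell after 4 days, and camera gave 0.246 and 0.234. Stab2, Emcn, Eng and Ptprb had 0.20, -0.33, -0.17 and -0.20. Stellate cell genes were higher in 12 and 9 of 19. None passed after 1 day (0 at an unadjusted p under 0.05, 0 by the t-test and 0 by the rank test) and Timp1 fell after 4 days with -0.51 (standard error 0.13, adjusted p = 0.0902) (0 by the t-test and 0 by the rank test), while 0 and 3 fell adjusted over the list alone. Loxl1, Lrat and Ngfr had -0.91, -0.29 and 0.49. Camera gave 0.0843 (0.473 with the estimated correlation) and 0.978, where the median and mean after 4 days were below 0 and camera placed the list higher. Bile duct genes were higher in 7 and 5 of 12, none passed (0 and 3 at an unadjusted p under 0.05 after 1 and 4 days, 0 and 0 by the t-test, 0 and 0 by the rank test) and none did adjusted over the list alone. Camera gave 0.251 and 0.667, and Epcam, Cd24, Elf3 and Ehf had -0.39, -0.26, 0.07 and 0.52.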
